# UHMK1-dependent phosphorylation of Cajal body protein coilin alters 5-FU sensitivity in colon cancer cells

**DOI:** 10.1186/s12964-022-00820-8

**Published:** 2022-02-12

**Authors:** Huan Niu, Meng Zhao, Jing Huang, Jing Wang, Yang Si, Shan Cheng, Wei Ding

**Keywords:** Cajal body, Coilin, UHMK1, 5-FU resistance, Colon cancer

## Abstract

Resistance to 5-fluorouracil (5-FU) in chemotherapy and recurrence of colorectal tumors is a serious concern that impedes improvements to clinical outcomes. In the present study, we found that conditioned medium (CM) derived from 5-FU-resistant HCT-8/FU cells reduced 5-FU chemosensitivity in HCT-8 colon cancer cells, with corresponding changes to number and morphology of Cajal bodies (CBs) as observable nuclear structures. We found that U2AF homology motif kinase 1 (UHMK1) altered CB disassembly and reassembly and regulated the phosphorylation of coilin, a major component of CBs. This subsequently resulted in a large number of variations in RNA alternative splicing that affected cell survival following 5-FU treatment, induced changes in intracellular phenotype, and transmitted preadaptive signals to adjacent cells in the tumor microenvironment (TME). Our findings suggest that CBs may be useful for indicating drug sensitivity or resistance in tumor cells in response to stress signals. The results also suggest that UHMK1 may be an important factor for maintaining CB structure and morphology by regulating splicing events, especially following cellular exposure to cytotoxic drugs.

**Graphical Abstract:**

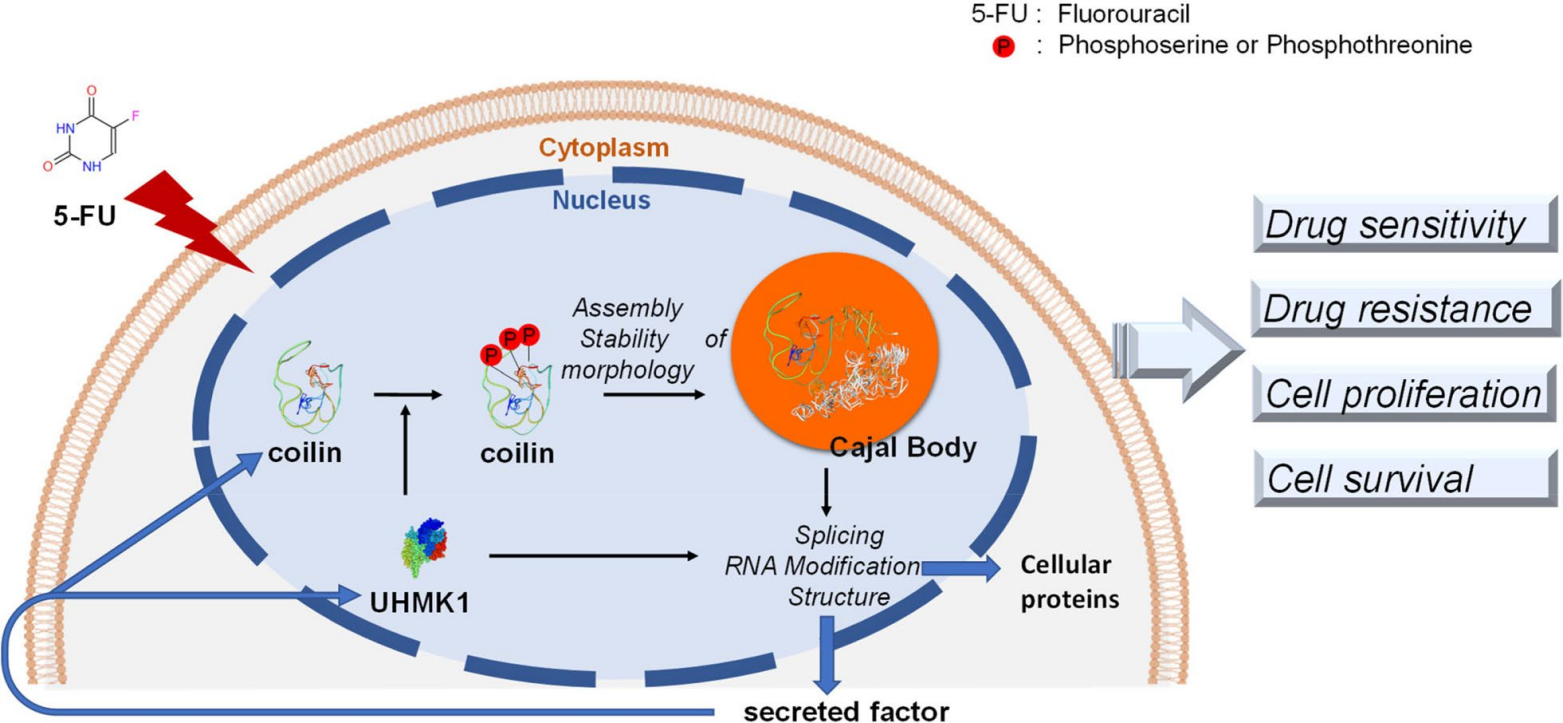

**Video Abstract**

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-022-00820-8.

## Introduction

Chemotherapy remains the primary option for the treatment of colorectal cancer (CRC), as targeted therapeutic drugs are not well suited for the majority of cases. Increasing evidence from both animal studies and clinical trials implies that drug resistance can develop even during early phases of treatment, resulting in tumor expansion and metastasis [1, 2]. The compound 5-fluorouracil (5-FU) and its derivatives are common chemotherapeutics used to treat a variety of cancers [3], including CRC. Although 5-FU does induce cell death and quickly reduces tumor burden, it is frequently observed in CRC patients that increased levels of apoptosis do not correlate with improved prognosis. In fact, some patients who received adjuvant 5-FU exhibited shorter overall survival compared to those who received only surgical intervention, especially in cases of CRC reoccurrence [4]. Cytotoxic therapy leads to the death of most proliferating cells; nevertheless, cytotoxic pressure has been shown to induce and enrich tumor stem cells with robustness in stemness and plasticity, resulting in acquired drug resistance and the recurrence of cancer [5]. However, the molecular mechanisms that orchestra the development of acquired drug resistance can be very complex. To date, the understanding of 5-FU resistance and strategies to overcome this issue remained to be insufficient to assist clinical applications.

Recent research has focused on the tumor microenvironment (TME) for its vital role in the development of drug resistance, which involves extensive intercellular communication through direct cell-to-cell contact or canonical paracrine pathways [6]. The factors secreted by tumor cells in conditioned medium (CM) include metabolites, cytokines, and growth factors, all of which contribute to changes in cancer cell phenotypes that are similarly observed in vivo [7]. Therefore, in laboratory experiments, culturing cancer cells in CM from defined sources is a commonly accepted approach to discover and dissect the association between TME conditions and inheritable resistance factors.

Cellular responses to CM exposure, especially those related to drug resistance, are often dynamic and chronic processes; hence, morphology indicators are advantageous and useful for technical convenience. Cajal body (CB) is a membraneless organelle observed in different cell types that largely consists of proteins and RNA, and was recently highlighted for its important biological functions [8]. These highly organized nuclear structures in eukaryotes were previously evaluated in studies related to the cell cycle and DNA repair, which revealed the importance and overlap of CBs with the biological processes that define drug sensitivity. In tumor cells, CB morphology has been reported to be a rapid-response index that is extremely sensitive to DNA damages [9]. Coilin is a hallmark protein of CBs and their morphology [10]; number per nucleus, shape, and size were reported as characteristic changes in cell phenotype following DNA damage from treatment with cisplatin [11], daunorubicin [12], and etoposide [13], as well as UV-C or gamma irradiation [14].

As a major scaffold component of CBs, coilin is known to functionally involve many associated nuclear events of RNA processing, including small nuclear ribonucleoproteins (snRNPs) or Cajal body-specific RNPs (scaRNPs). More specifically, biogenesis, maturation, and recycling has been functionally related to coilin, as well as modification of histone pre-mRNAs at the 3’-ends [15]. Previous studies have shown that suppressing coilin decreases cell proliferation and the splicing of certain pre-mRNAs [16]. It has also been suggested that rapid recruitment of coilin to DNA lesions could mediate chromatin conformational changes in response to genotoxic stress. In Coilin^−/−^ mice, defective snRNP biogenesis and splicing exerted a survival problem with reduced viability [17]. Furthermore, stable knockdown of coilin in cells was observed to promote apoptosis and increase chemosensitivity to daunorubicin [18]. However, the molecular mechanism regulating changes in CB formation remains unclear. It has been hypothesized that CBs may directly participate in cellular stress response pathways, participating in certain nuclear events under conditions of drug treatment. Alterations in other essential CB components, such as WD40 encoding RNA Antisense to p53 (WRAP53β) have also been linked to carcinogenesis and associated with poor prognosis of cancer patients [19, 20]. Recent studies have indicated that CB was able to alter the consequence of transcription-related events following DNA damage by changing the dynamics of RNA processing. Aberrant splicing events conferring cancer drug/therapy resistance occur more frequently than previously expected. However, it remains poorly understood how aberrant splicing is influenced in response to environmental stimuli and how this subsequently sculpts cellular phenotypic properties, particularly in highly heterogeneous and progressing malignant tumors.

In the present study, we found that CM derived from drug-resistant HCT-8/FU cells inhibited the sensitivity of native HCT-8 cells to 5-FU, and also induced significant changes in CB morphology. Following a screening with high-throughput transcriptome analysis, we identified UHMK1 as a potential modulator of the adaptative reduction in 5-FU chemosensitivity in response to microenvironment factors in CM. Overexpression of UHMK1 promoted phosphorylation of coilin and altered the formation and reassembly of CBs, resulting in a massive profile change of RNA alternative splicing as well as differential expression of genes responsible for cell growth and survival. Our findings provide an improved understanding of the cancer cell response to environmental stimulation, and further emphasize the importance of Cajal body disassembly/reassembly dynamics for indicating development of an adaptive cancer cell phenotype in a conditioned stress microenvironment.

## Materials and methods

### Tissue culture and cell treatments

The experiments used human colon cancer cells that were 5-FU-sensitive HCT-8 cells and 5-FU-resistant HCT-8/FU cells, which were obtained from MEIXUAN Bioscience & Technology Co. Ltd. (Shanghai, China). The human colon cancer cells SW480 were obtained from the Cell Resource Centre of Chinese Academy of Medical Science (Beijing, China). HCT-8 and SW480 were maintained at 37 °C in a 5% CO_2_ incubator in RPMI 1640 (Invitrogen, Carlsbad, CA) with 10% fetal bovine serum (FBS) (Biological Industries, Kibbutz BeitHaemek, Israel) and 1% penicillin–streptomycin (Keygen Biotech, Nanjing, China). Research grade 5-FU (MCE, Monmouth Junction, USA) was used in the assays to evaluate the cell viability. Apatinib (Hengrui medicine Co, Ltd., Jiangsu, China), raltitrexed (Zhengda Tianqing Pharmaceutical Co., Ltd., Jiangsu, China), artemisinin (National Institutes for Food and Drug Control, Beijing, China), cisplatin (QILU Pharmaceutical Co. Ltd., Shandong, China) were used in the immunofluorescence assays to evaluate the morphology changes of CBs.

### Vector preparation and transfection

The expression plasmid of FLAG tagged UHMK1 were cloned individually into pENTER vectors by Vigene Bioscience Co., Ltd. (Shandong, China). The construct of the UHMK1-K54A mutant was generated from the wild type by Vigene Bioscience Co., Ltd. (Shandong, China). The siRNA targeting UHMK1 duplexes of 5’-AAGCAGUUCUUGCCGCCAGGA-3’ and 5’-CGAGUAUGGUUUCCGCAAATT-3’ were purchased from General Biosystems, Inc. (General Biosystems, Inc, Chuzhou, China). Coilin-targeting siRNA of 5’-GAGAGAACCUGGGAAAUUUTT-3’ was obtained from General Biosystems, Inc. (Chuzhou, China). A scrambled siRNA 5’-UUCUCCGAACGUGUCACGUTT-3’ was used as the control. The cells were transfected with either the UHMK1 plasmids or paired siRNA oligos using a Lipofectamine™ RNAiMAX Kit (Invitrogen, Waltham, Massachusetts, USA) following the vendor’s recommended protocols. Western blotting was performed to detect the protein levels of the corresponded genes at 48 h post transfection.

### Cell viability assay

A number of 5000 cells were seeded in each well of 96-well plates and cultured with 5-FU at 0, 1, 5, 10, 20, 40, 60, 80 μg/ml for 48 h. The cell viability was determined using cell counting kit (CCK8) (KeyGENBioTECH, Jiangsu, China) according to the vendor’s standard protocols. The plates were scanned at 450 nm for absorbance using a spectrophotometer (BioTek, Winooski, VT, USA). Each data point was measured for the average from six duplicates. The experiments were repeated independently for 3 times.

### Immunofluorescence

The method has been widely implemented by our laboratories. Cells of 5.0 × 10^4^ were plated onto a glass coverslip placed into the well of a 12-well plate. The cells on coverslips were fixed, permeabilized, blocked and washed with phosphate-buffered saline (PBS). Anti-coilin (Proteintech Group, Rosemont, USA) was used as the primary antibody and an Alexa Fluor® 594 secondary antibody (Life Technologies, MA, USA) was used for incubation in the dark. The nuclei were stained with Hoechst 33,258 (Sigma-Aldrich, St. Louis, MO, USA) prior to the examination and image acquisition under a confocal system (Leica Microsystems TCS SP8. Wetzlar, Germany). Control samples without adding the primary antibody were prepared for determining the level of non-specific noise.

### mRNA-sequencing and data processing

RNA-seq analyses were performed as earlier described. Cells were scraped off from the surface in trypsin-versene solution and collected by 500 g centrifugation. The pellet was washed with PBS to remove residual media. Total RNA extractions were performed with the RNA-Quick Purification Kit (Yishan Biotechnology Co., Ltd., Shanghai, China) following the manufacturer's protocol. The RNA concentrations were determined using a Nanodrop ND1000 spectrophotometer (Thermo Scientific). The quality assessments and mRNA sequencing libraries were performed in the laboratory of VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina (Vazyme Biotech, Nanjing, China), VAHTS RNA Multiplex Oligos Set1- Set2 for Illumina (Vazyme Biotech, Nanjing, China), VAHTS DNA Clean Beads (Vazyme Biotech, Nanjing, China), VAHTS mRNA Capture Beads (N401-01, Vazyme Biotech, Nanjing, China). All prepared samples subjected to paired-end multiplex sequenced (2 × 150 bp) on the Illumina Hiseq X10 platform. Approximately 8 Gb sequencing data was generated for each sample.

The clean reads in compressed FASTQ format were aligned using HISAT2 (version 2.1.0) to the reference of human genome (Homo_sapiens.GRCh38.dna.primary_assembly.fa) with matched rates over 90%. The resulted SAM files output in the BAM format used with SAMtools (version 1.18, http://samtools.sourceforge.net). The resulted BAM files were sorted with SAMtools. The depth counts were called with HTSeq (version 0.11.2. Linux_x86_64, Simon Anders ()) with the reference of human genome (Homo_sapiens.GRCh38.94.gtf), European Molecular Biology Laboratory (EMBL)) used to calculate the Fold change (FC) of FPKM and p value among sample groups according to an over-dispersed Poisson model. Differentially expressed (DE) genes were identified with the thresholds of both 1.5 fold change (|log2FC|≥ 0.58) in mean expression and FDR ≤ 5% using Benjamin-Hochberg procedure. The p-value was identified using DESeq2 (version 1.30.0). The enrichment of DE genes was performed using Gene Ontology (https://go.princeton.edu/) and Cluster 3.0 (Michael Eisen, Stanford University), then displayed with TreeView (version 1.1.6r4, Alok Saldanha). The analyses for alternative splicing events of expressed genes were performed using the rMATS software package (version 4.1.0, http://rnaseq-mats.sourceforge.net/, Xing Lab, Children's Hospital of Philadelphia). The differences in splicing isoforms (SIs) were identified with FDR ≤ 5% and a threshold of *p* ≤ 0.01 in the mean expression between the samples.

### RNA extraction and RT-qPCR

Total RNA was isolated using Trizol (Life Technologies, Carlsbad, CA, USA). HiScript II Q RT Kit (Vazyme, Nanjing, China) was used for reverse transcription. NovoStart® SYBR qPCRSuperMix Plus (Novoprotein, Shanghai, China) was used to quantify gene expression level from the obtained cDNA. The primers for detecting are listed in Additional file 1: Table S1. GAPDH was used as the loading reference. The cDNA was determined using a Quantitative Real-time PCR (Archimed X6, Rocgene, Beijing, China).

### Western blotting

Western blot analyses were performed as earlier described. Briefly, samples of cell lysates were prepared and separated by 10% SDS–polyacrylamide gel electrophoresis (SDS-PAGE), then transferred onto polyvinylidene fluoride (PVDF) filters. The probing antibodies were against the following antigens: UHMK1 (SC-393605, Santa Cruz Biotechnology, Santa Cruz, CA, USA), coilin (10967-1-AP, Proteintech Group, Rosemont, USA) and GAPDH (TA-08, ZSGB-BIO, Beijing, China).

### Co-immunoprecipitation (Co-IP) assay

Cells were harvested and lysed in 1000 µl of ice-cold lysis buffer (10 mM HEPES, 50 mM NaCl, 5 mM EDTA, 1 mM Benzamidine, 0.5% Triton X-100). The lysate was solubilized via end-over-end rotation at 4 °C and clarified via centrifugation at 12,000 rpm for 30 min. A small fraction of the supernatant was taken at this point and incubated with SDS-PAGE sample buffer in order to examine expression of proteins in the whole cell extract. The remaining supernatant was divided equally into two tubes, and then incubated with 2 µg phospho-Ser antibody (SPC-149F, StressMarq Biosciences Inc, Victoria, British Columbia) antibody or 2 µg IgG (C2170, Applygen Technologies Inc, Beijing, China) respectively with end-over-end rotation at 4 °C overnight. After incubated with 30 µl of Protein A/G PLUS-Agarose (sc-2003, Santa Cruz Biotechnology, Santa Cruz, CA, USA) for 3 h with end-over-end rotation at 4 °C, the immunoprecipitated proteins were eluted from the beads with sodium dodecyl sulfate (SDS) sample loading buffer, resolved by SDS-PAGE and subjected to Western blot analyses using an antibody against coilin (10967-1-AP, Proteintech Group, Rosemont, USA).

### Statistical analysis

The analysis of variance (ANOVA) was used to determine the statistical significance of data in multiple groups. The student’s t-test was used to compare cell functions between paired groups. Cases of *p*-value < 0.05 was defined as statistically significant. The program of Prism 8 (GraphPad Software, Inc., La Jolla, CA, USA) was used for data plotting.

## Results

### Cajal body morphology and coilin phosphorylation as indicators of 5-FU sensitivity in colon cancer cells

Cajal body morphology, including number, size, and shape, has been reported to change significantly following cell exposure to DNA damaging agents [21]. We observed a significant decrease in CB counts in HCT-8 colon cancer cells following 5-FU treatment, as shown by immunofluorescence of coilin and Survival of motor neuron (SMN), another CB marker protein (Fig. 1a, Additional file 2: Fig. S1a). These changes in CB staining were also observed in HCT-8 cells following exposure to other chemotherapy reagents that are known to cause DNA damage, including 5-FU, apatinib, raltitrexed, penicillin, artemisinin, and cisplatin (Fig. 1b). To determine whether CB morphology can be used as an indicator of cellular chemoresistance, paired 5-FU-sensitive and -resistant HCT-8 cells were analyzed by CCK-8 assay. In the presence of 5-FU, the survived percentage was significantly increased in resistant HCT-8/FU cells compared to the sensitive HCT-8 cells (Fig. 1c). To better describe the changes in CB morphology, we categorized several major types of CB patterns as normal, deformed, diffused, or multi-scattered (Additional file 2: Fig. S1b). Comparing the paired 5-FU-resistant and -sensitive colon cancer cell lines (HCT-8/FU and HCT-8, respectively), we found significant differences in CB morphology in various categories (*p* < 0.01) (Fig. 1d). Coilin acts as a scaffold for the correct assembly of CBs; therefore, both aberrant expression and modification of coilin could influence the formation of CBs [22, 23]. We observed no significant difference in coilin expression at the protein level between HCT-8 and HCT-8/FU cells (Fig. 1e). However, coilin phosphorylation detected by immunoprecipitation assays using a phospho-Ser antibody was significantly increased in HCT-8/FU cells compared to HCT-8 cells (Fig. 1f). These results support previous findings that coilin phosphorylation may be a key factor involved in CB assembly, and may be associated with cell phenotypes related to drug sensitivity and resistance.

**Fig. 1:**
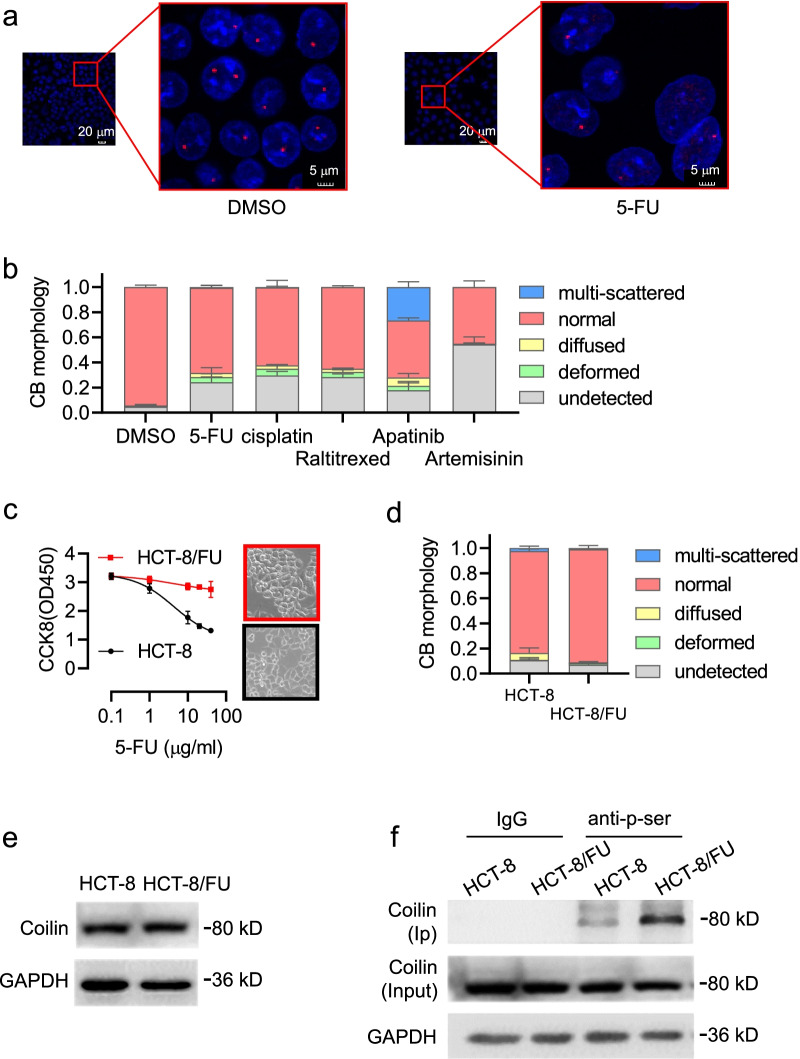
Morphology of Cajal bodies (CB) and coilin phosphorylation in HCT-8 and 5-FU resistant HCT-8/FU cells. **a** Immunofluorescent of coilin in cells treated with 1 μg/ml 5-FU for 24 h. **b** CB morphology in HCT-8 cells following treatments of chemotherapeutic reagents of 5-FU (1 μg/ml), apatinib (20 µM), raltitrexed (2.5 µM), artemisinin (100 µM) and cisplatin (10 μg/ml) for 24 h. **c** Survival of HCT-8 and HCT-8/FU cells treated with 5-FU of increasing doses (0, 1, 10, 20, 40 μg/ml) for 48 h by CCK8 assays. **d** Percentage in counts of various CB morphological categories in HCT-8 and HCT-8/FU cells. **e** Western blots for coilin expression in HCT-8 and HCT-8/FU cells. **f** Determination of coilin phosphorylation in HCT-8 and HCT-8/FU cells

### 5-FU sensitivity and CB morphology in HCT-8 cells cultured in HCT-8/FU conditioned medium

Recent studies have reported that TME induces a drug-resistant phenotype by transmitting stress signals to adjacent cells and promoting cell survival [24]. Our CCK-8 analysis showed that treatment with HCT-8/FU CM promoted HCT-8 viability in 5-FU dose responses compared to control (Fig. 2a). Aberrant CBs were observed, with changes in both number and shape (Fig. 2b). Coilin protein expression remained stable across groups of HCT-8 cells cultured in CM (Fig. 2c), but coilin phosphorylation was significantly increased in cells treated with HCT-8/FU CM (Fig. 2d). These data indicate that CM derived from drug-resistant HCT-8/FU cells reduced 5-FU sensitivity in HCT-8 cells, highlighting the importance of environmental factors in the development of chemoresistance. In CM-cultured cells, 5-FU sensitivity was once again accompanied by significant CB morphological changes and, interestingly, the changes in counts and percentages of CB types was more significant than that observed in normal cultured cells with similar levels of coilin phosphorylation. This suggests that CB morphology has the potential to serve as a sensitive, rapid, and dynamic indicator of the cellular response to environmental stimuli.

**Fig. 2:**
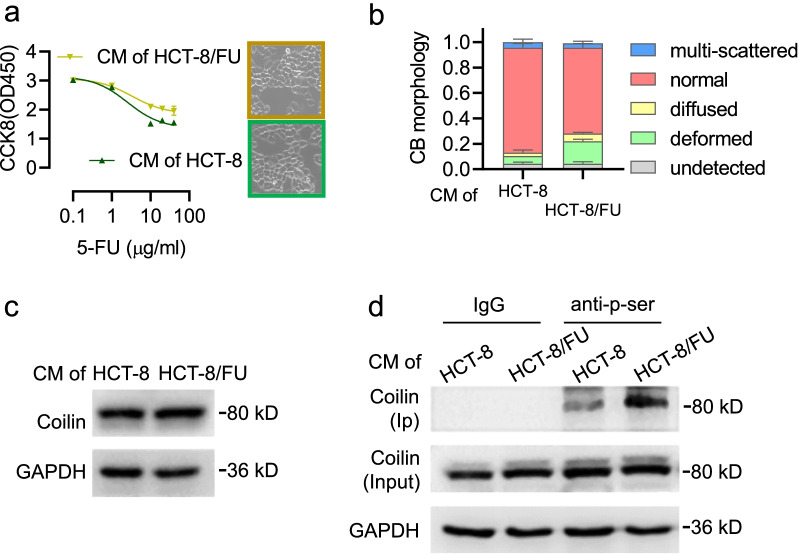
Morphology of Cajal bodies and coilin expression in HCT-8 cells treated with CM from the 5-FU resistant HCT-8/FU cells. **a** Dose responsive results of CCK8 assays in HCT-8 cells treated with CM from HCT-8/FU. **b** Quantitative analyses of CB morphology in different categories. **c** Protein expression of coilin in HCT-8 cells cultured in CM from HCT-8 or HCT-8/FU. **d** Coilin phosphorylation in HCT-8 cells treated with CMs

### Transcriptome analyses and validation of UHMK1 involvement in coilin phosphorylation

The importance of coilin phosphorylation in the formation and stabilization of CB structure has been previously demonstrated [25]. However, the kinases responsible for the phosphorylation of coilin have not been fully characterized, especially in the context of drug pressure. We used an RNA-seq approach to search for possible candidate serine kinases that phosphorylate coilin. 

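RNA-seq libraries were made from 4 groups of cells, with 2 replicates in each group. HCT-8 is a human colon cancer cell line that is sensitive to 5-FU, and HCT-8/FU is its 5-FU-resistant counterpart. The other groups were HCT-8 cells cultured in CM of HCT-8 or in CM of HCT-8/FU, where CM is medium in which the named cells had been grown for 48 h. The paper names RPMI as the culture medium, whereas the sample descriptions name Ham's medium. The mRNA was captured on beads and sequenced as pairs of 150-base reads. The authors aligned the reads to GRCh38 with HISAT2 and counted them on the genes of an Ensembl annotation with HTSeq. Whether the counting used the strand of the reads is not given in the sources used here. The deposited values are counts for 64253 genes in each library, without normalization.
Counts on genes came to 8055150 and 34881349 in the replicates of HCT-8, and to 28444413 and 5804124 in those of HCT-8/FU. They came to 9350753 and 26709802 in CM of HCT-8, and to 30050758 and 29634718 in CM of HCT-8/FU. The values given here rest on these counts. The paper states approximately 8 Gb of sequencing data for each sample. If each record of the counting step is a pair of 150-base reads, and the records aligned more than once are left out, the libraries hold between 5.32 and 24.8 Gb. Records that were not aligned made up 25.1% of HCT-8 replicate 1, 20.0% of HCT-8/FU replicate 2 and 29.6% of CM of HCT-8 replicate 1. In the remaining libraries this share lay between 3.58% and 4.43%. The paper's stated matched rate is over 90%. Between 29.7% and 40.8% of the records were counted on a gene, and between 33.7% and 49.6% lay on no annotated feature.

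**Figure D1:**
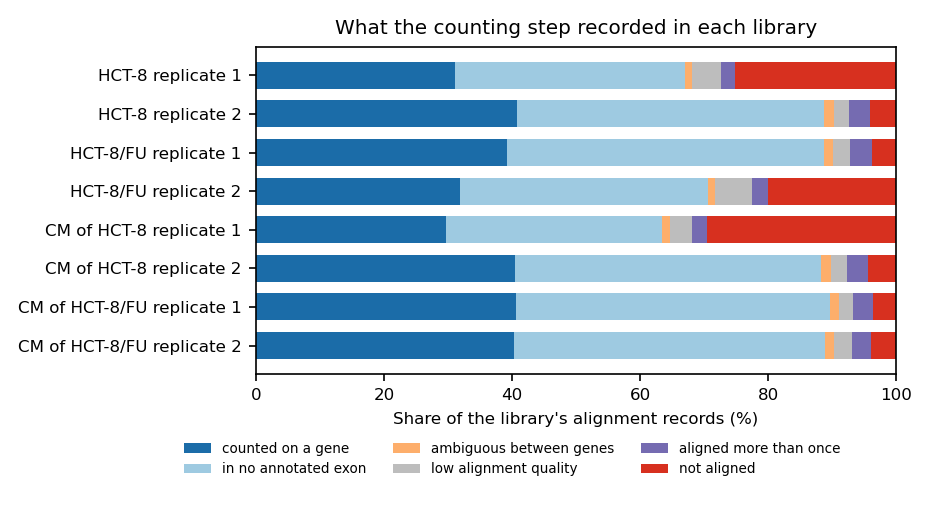
Share of each library's records by what the counting step made of them, in percent of the records of that library, for the 8 libraries. In HCT-8 replicate 1, HCT-8/FU replicate 2 and CM of HCT-8 replicate 1 the records that were not aligned reach 20.0% to 29.6%.

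Replicates were compared before they were averaged. The median chi-square of a gene's counts in both replicates was 1.35 in HCT-8, 1.43 in HCT-8/FU, 2.30 in CM of HCT-8 and 1.02 in CM of HCT-8/FU. Sampling noise alone would give 0.455, so the replicates of every group differed by more than the sampling noise and were kept as separate samples. Counts were normalized with edgeR's TMM method and levels expressed as CPM, counts scaled to the normalized size of the library, and genes of low count were removed with filterByExpr, which left 20305 genes. All 8 libraries entered 1 fit of edgeR's quasi-likelihood test, because groups of 2 give little information on the spread by themselves. A gene was called DE at a Benjamini-Hochberg FDR of at most 0.05 and an absolute log2 fold change of at least 0.58, the thresholds of the paper's methods. On counts simulated for HCT-8/FU and HCT-8 with 200 changed genes, the test recovered 70% of these genes, with 11 false calls in 19776 genes.
The libraries differed in how their counts followed base composition. The Spearman correlation across 19857 genes between GC content and a library's deviation from the mean of all libraries was 0.0517 and 0.215 in the replicates of HCT-8, and −0.488 and −0.452 in those of HCT-8/FU. It was 0.375 and 0.534 in CM of HCT-8, and −0.0652 and −0.0619 in CM of HCT-8/FU. Genes are not independent replicates, so no p-value is given. When a trend with GC content was added to the simulated counts, 7252 of 19881 genes were falsely called. A correction of each library for GC content and gene length brought the false calls to 12 of 19459 genes.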

Paired 5-FU-sensitive and -resistant HCT-8 cells were compared in both conventional and CM culture conditions. The MA plot was used to show differentially expressed (DE) genes with fold changes (FC) attributable to a given variable over the mean of normalized counts (Additional file 2: Fig. S2a, b). 

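Between HCT-8/FU and HCT-8, 8656 genes had an FDR under 0.1, the level coloured in Fig. S2a. Between CM of HCT-8/FU and CM of HCT-8, 5320 genes did (Fig. S2b). The median log2 fold change of all tested genes was 0.0082 in the first comparison and −0.059 in the second. In both comparisons the log2 fold change fell with the GC content of the gene, with a Spearman correlation across genes of −0.397 and −0.398. It rose with the exonic length of the gene, with correlations of 0.104 and 0.203. The correction for GC content and length moved the trends with GC content most, to −0.0016 and 0.0164, as it was built to do. The trend with length in the CM comparison was moved most by leaving out the filter on low counts, to 0.0129.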

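With both thresholds, 4325 genes were DE between HCT-8/FU and HCT-8, of which 2677 were higher and 1648 lower in HCT-8/FU. In HCT-8 cells treated with CM of HCT-8/FU, 1878 genes were DE against CM of HCT-8, of which 1619 were higher and 259 lower. The number of lower genes in this comparison moved with the library left out and with the scaling. It was 648 without CM of HCT-8 replicate 2, 91 without CM of HCT-8 replicate 1, 132 without HCT-8 replicate 2, and 130 and 156 without CM of HCT-8/FU replicate 1 or 2. With all libraries it was 126 with another TMM reference library, 165 with DESeq2's size factors, and 140 with DESeq2 on 4 groups. With the groups compared only it was 123 in DESeq2 and 81 in edgeR. The threshold on the fold change moved these counts most, since the FDR alone was passed by 7442 and 4005 genes. With the correction for GC content and gene length, 3020 and 938 genes were DE, and 2248 and 583 of these were among the genes called without it. The corrected calls were 1394 higher and 1626 lower in the first comparison, and 474 higher and 464 lower in the second. Leaving out 1 library at a time gave between 3701 and 4632 DE genes in the first comparison and between 1443 and 2052 in the second. A term for the 3 libraries with over 15% of records not aligned, added after the data were seen, gave 4527 and 1868.
The leading genes between HCT-8/FU and HCT-8 were taken among DE genes with a mean of at least 5 CPM in which every library of a group lay above every library of the other. CXCL5 rose by a log2 fold change of 3.61 (standard error 0.48), FAM111B by 2.99 (standard error 0.24) and MACC1 by 2.68 (standard error 0.28). KLHDC7B had a log2 fold change of −3.24 (standard error 0.28), ATF3 of −3.16 (standard error 0.14) and TRPV6 of −2.84 (standard error 0.29). Their adjusted p-values lay between 1.5e-09 for ATF3 and 2.9e-05 for CXCL5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The order of these genes changed with the library left out. Without HCT-8/FU replicate 2, FAM111B lay above CXCL5 (2.65), and ATF3 fell more than KLHDC7B (−2.97). Without HCT-8 replicate 2, FAM111B (3.31) and MACC1 (3.23) lay above CXCL5 (3.19), and ATF3 fell more than KLHDC7B (−3.08). Without HCT-8/FU replicate 1, the log2 fold change of TRPV6 was −4.28. Against the same HCT-8 libraries, KLHDC7B and TRPV6 also fell in HCT-8 cells in CM of HCT-8 (log2 fold change −2.12 for each). Their decrease is thus not particular to HCT-8/FU. In the CM comparison the same rule led to pseudogenes and to identifiers that the reference annotation does not name, so their values are left out.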

After correction for multiple testing (FDR ≤ 5%), we identified 6,013 DE genes between HCT-8/FU and HCT-8, and 4,001 DE genes between HCT-8 with or without HCT-8/FU CM treatments, using the FC > 1.5 (|log1.5FC|≥ 0.58) as cutoff thresholds (Fig. 3a). A total of 2962 genes were identified in both comparisons; most of these genes were enriched in cell differentiation, response to stress, cell cycle, cell death, and cell proliferation by gene ontology (Fig. 3c). 

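In the fit of all libraries, 1360 genes were DE in both comparisons, against 400.0 if the calls of the comparisons were independent of each other. Of these genes, 1319 were higher in both HCT-8/FU and HCT-8 cells in CM of HCT-8/FU, 36 were lower in both, and 5 changed in opposite directions. The comparisons share no library. Across all tested genes, their log2 fold changes had a Pearson correlation of 0.389 and a Spearman correlation of 0.432, which describe genes and not independent replicates. Leaving out the filter on low counts moved the Pearson correlation most, to 0.0866, and a stricter filter gave 0.533. It was 0.183 without HCT-8/FU replicate 1, 0.194 without CM of HCT-8 replicate 2 and 0.247 without HCT-8 replicate 2. When any other library was left out, it reached at most 0.330. These fits also tested more genes, between 21001 and 21502, so the drops cannot be laid to the library alone. Between 1146 and 1447 genes were shared when 1 library was left out. The number lower in both was 106 without CM of HCT-8 replicate 2, 17 without CM of HCT-8/FU replicate 1, and 19 without HCT-8/FU replicate 1 or CM of HCT-8 replicate 1. It also moved with the scaling, to 10 with another TMM reference library, 22 with DESeq2's size factors and 21 with DESeq2 on 4 groups, and was 17 in DESeq2 and 16 in edgeR with the groups compared only. With the correction for GC content and gene length, 465 genes were shared, against 143 expected by chance, and 285 of them were among the 1360. Of the 465 genes, 275 were higher in both and 183 lower in both.

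**Figure D2:**
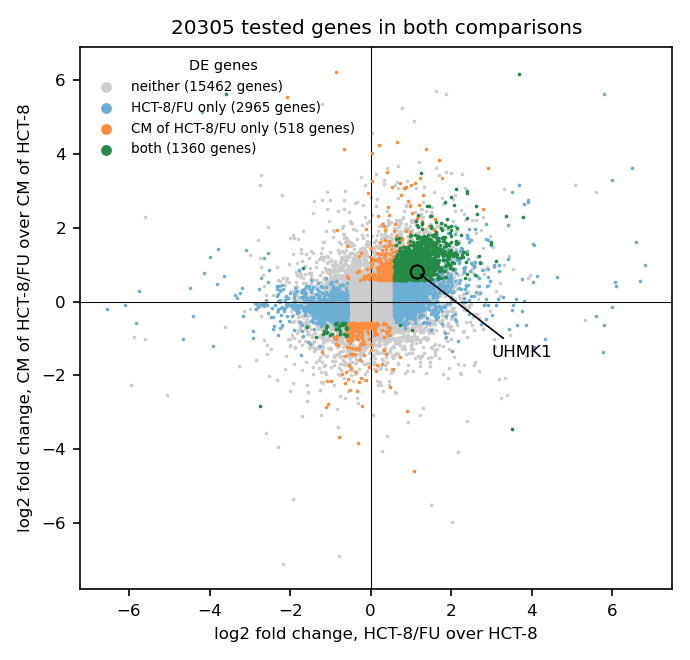
Log2 fold change of each tested gene between HCT-8/FU and HCT-8 (horizontal axis) and between CM of HCT-8/FU and CM of HCT-8 (vertical axis), with 1 point per gene, coloured by the comparison in which the gene was DE. The 1360 genes DE in both lie mostly in the upper right, where 1319 of them are higher in both, and UHMK1 is circled.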

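Fig. S2c draws 17 genes, among them XPO1, TOP2A, MKI67, CCAR1, ANKRD17, UHMK1, ASPM, YAP1, HEATR1 and CNOT6, whose RNA-seq values come from the libraries described above. All 17 were higher at an FDR of at most 0.05 in each comparison, and 13 of them also passed the fold threshold in each. ANKRD17, YAP1 and CNOT6 were among those that did not. YAP1 no longer passed the FDR between HCT-8/FU and HCT-8 without HCT-8 replicate 2 (log2 fold change 0.34). In the CM comparison its log2 fold change was 0.19 without CM of HCT-8 replicate 2. It was 0.29 or 0.37 without CM of HCT-8/FU replicate 1 or 2. None of these passed the FDR. Adjusted over the list alone, the count was 13 in both comparisons as well, which is not independent evidence because the genes were chosen from these samples. The median log2 fold change was 1.06 between HCT-8/FU and HCT-8, in a range from 0.44 for YAP1 to 2.29 for TOP2A. The median in the CM comparison was 0.80, in a range from 0.33 for YAP1 to 1.71 for ASPM. The correction for GC content and gene length moved the counts most, to 8 of the 17 in the first comparison and 3 in the second. Without CM of HCT-8 replicate 2, the CM log2 fold changes of XPO1 (0.57), CCAR1 (0.49) and HEATR1 (0.54) lay under the fold threshold. Without CM of HCT-8 replicate 1, that of ANKRD17 (0.59) lay over it. Between HCT-8/FU and HCT-8, ANKRD17 passed it without HCT-8 replicate 1 (0.64) or HCT-8/FU replicate 1 (0.60). With another TMM reference library, ANKRD17 passed it in both comparisons (0.64 and 0.62) and CNOT6 in the first (0.65), where CNOT6 also did with the stricter filter (0.58). ANKRD17 passed it in the CM comparison with DESeq2 (0.58) or edgeR (0.62) on the groups compared and with the term for libraries with over 15% of records not aligned (0.59).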

Twelve genes of different abundance were selected and subjected to RT-qPCR analysis, and the results showed a confirmation rate of 68.8% (Additional file 2: Fig. S2c). It was not surprising that a single, known serine/threonine kinase did not stand out as the unique prominent candidate of over-representation.

**Fig. 3:**
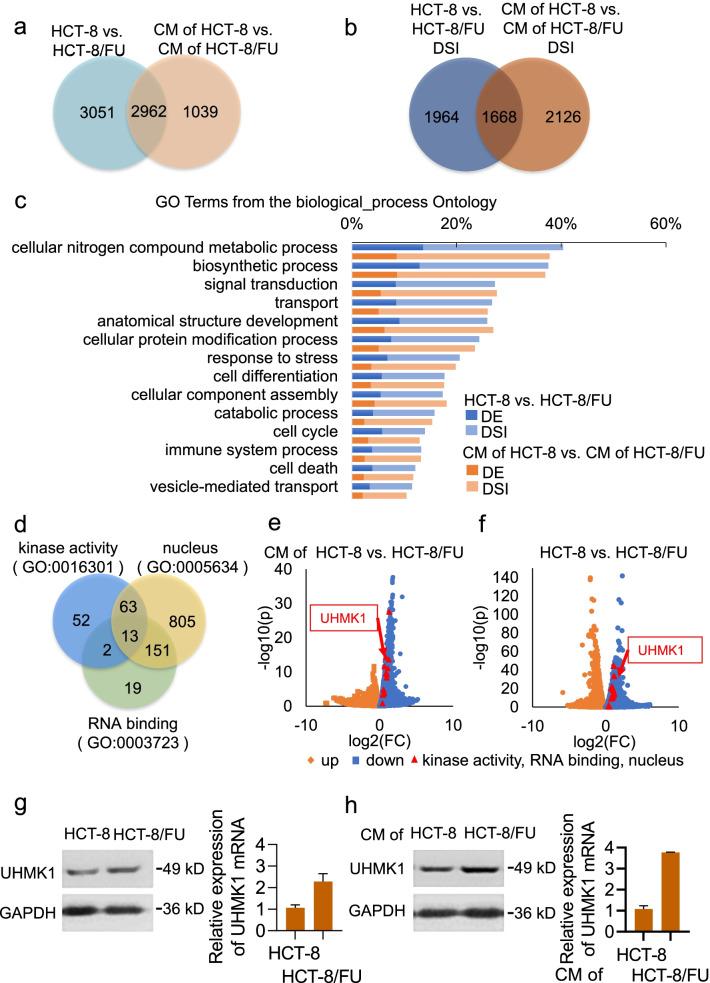
RNA-seq analyses for differentially expressed (DE) genes and alternative splicing events comparing HCT-8/FU cells and HCT-8 cells in both normal culture and CM treatment from HCT-8/FU cultures. **a** Venn diagram illustrating the total and shared numbers of DE genes. **b** Venn diagram summarizing the number of differences in identified splicing isoforms (SIs). **c** Enrichment from Gene Ontology for biological processes on DE genes and differential SIs. **d** Venn diagram on gene sets of kinase activity (GO: 0016301), RNA binding (GO: 0003723) and nucleus (GO: 0005634). **e** Volcano plots and identification of DE genes between HCT-8/FU and HCT-8 cells. **f** Volcano plots of DE genes between HCT-8 treated with CM of HCT-8/FU and CM of HCT-8. **g** Protein (left) and mRNA (right) expression of UHMK1 in HCT-8 and HCT-8/FU cells. **h** UHMK1 expression in HCT-8 cells treated with CM from HCT-8 and HCT-8/FU

In addition to DE analysis, we also performed a comprehensive protocol supplied with rMATS software package to identify alternatively spliced transcripts between paired experimental groups [26]. rMATS provides functions to detect, quantify, and visualize complex SIs, including de-novo variations. A skipped exon was the most common event (nearly 70% across the different AS types) followed by intron retention, and mutually exclusive exons, as well as alternative 5' splice site and alternative 3' splice site (each ∼10% across the different AS types) (Additional file 2: Fig. S3a). A total of 3632 differential SIs was identified between HCT-8/FU and HCT-8 cells; a similar number of 3794 was found between HCT-8/FU CM and the control group, including 1668 shared SIs (Fig. 3b). About 30% of the differential SIs were differentially expressed, which is an astonishingly high percentage (Fig. 3c). The differential SIs showed significant enrichment in response to stress, cell differentiation, cell cycle, and cell death; this was in agreement with previous RNA-seq transcriptome analyses, suggesting that the differential SIs may contribute to cell survival (Fig. 3c). We also examined the 12 transcripts for the presence of alternative exons in the coding sequences (Additional file 1: Table S2) and identified eight alternative exons, making up to 76% of the verifiable AS events (Additional file 2: Fig. S3b, c). Coilin has been suggested to have a crucial function in CB-related RNA processing, which is known to affect drug resistance in acute lymphoblastic leukemia (ALL). Therefore, we rationed that reported kinases with activities to induce massive splicing changes may also be a source for identification of potent or novel kinases of coilin phosphorylation, at least in response to 5-FU treatment.

We portraited the properties of a candidate kinase to be: nuclear localization; known substrate of RNA binding or splicing regulator proteins [27]; reported or verified upregulation following drug treatments (especially 5-FU and analogs) [28]; relation to the protein secretion of cancer cells [29]; and/or association with multiple categories as indicated from GO enrichment in the DE analyses of the present study (Fig. 3c), particularly in those that also overlapped with the functional annotation of coilin or CBs. An updated candidate list from the cross-reference of kinase activity (GO: 0016301), RNA binding (GO: 0,003,723), and nucleus (GO:0005634) (Fig. 3d) contained only a limited number of choices (Additional file 1: Table S3). 

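All 13 genes of Table S3 were tested. Of these, 11 were DE between HCT-8/FU and HCT-8, all higher in HCT-8/FU, with a median log2 fold change over the list of 1.01. The exceptions were FASTKD2, which rose by 0.43 (standard error 0.12, adjusted p = 0.0096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and FASTKD3, which rose by 0.54 (standard error 0.23, adjusted p = 0.085 from the same test with Benjamini-Hochberg adjustment). DE and higher in the CM comparison were 9 of the 13. EIF2AK2 (0.43), HSP90AA1 (0.48) and CPNE3 (0.49) passed the FDR but not the fold threshold there, and FASTKD3 (0.35) passed neither. The counts adjusted over the list alone were also 11 and 9, which is not independent evidence because the list was drawn from these samples. The correction for GC content and gene length moved the counts most, to 2 in each comparison. PRKDC and HSP90AA1 stayed DE under it between HCT-8/FU and HCT-8, and SMG1 and CCNT2 in the CM comparison. Values in brackets below are log2 fold changes, not adjusted p-values. Without CM of HCT-8 replicate 1, HSP90AA1 (0.74) and EIF2AK2 (0.59) became DE in the CM comparison and FASTKD2 (0.55) did not stay so, and FASTKD2 was also lost without CM of HCT-8/FU replicate 1 (0.52). Without CM of HCT-8 replicate 2, HSP90AA1 fell to 0.25, and EIF2AK2 (0.27) no longer passed the FDR. EIF2AK2 also failed it without CM of HCT-8/FU replicate 1 (0.42) or 2 (0.45), and HSP90AA1 without CM of HCT-8/FU replicate 1 (0.45). FASTKD2 failed it in the first comparison without HCT-8 replicate 1 (0.33) or HCT-8/FU replicate 1 (0.35). FASTKD3 lay between 0.25 and 0.70 in the first comparison and between 0.18 and 0.66 in the CM comparison when a library of the comparison was left out, without passing the FDR. It became DE in the first comparison with another TMM reference library (0.63). With the term for libraries with over 15% of records not aligned, HSP90AA1 (0.62) became DE in the CM comparison. FASTKD2 (0.54) was no longer DE there with that term. SMG1 and HSP90AA1 have near-identical pseudogene copies between which reads could be split, so their values are uncertain.

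**Figure D3:**
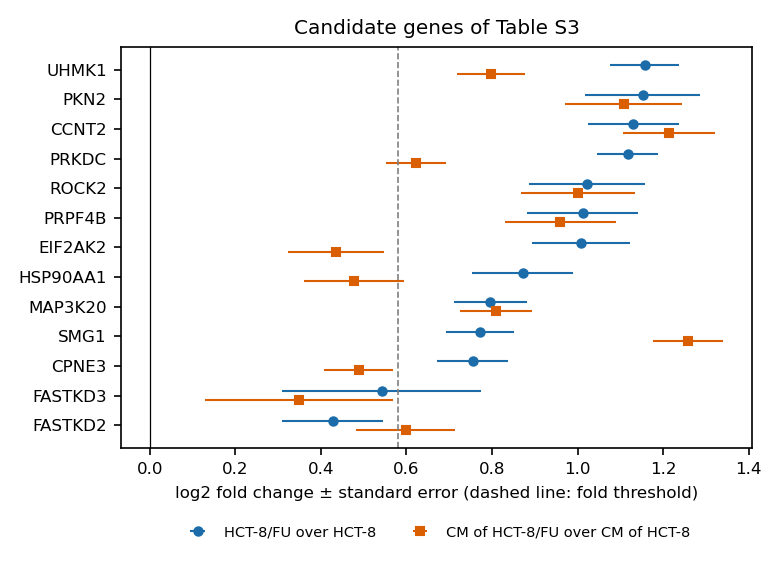
Log2 fold change of each of the 13 genes of Table S3 with its standard error, between HCT-8/FU and HCT-8 (circles) and between CM of HCT-8/FU and CM of HCT-8 (squares), with the fold threshold of 0.58 as a dashed line. All values lie above 0, and the value of SMG1 is higher in the CM comparison than between HCT-8/FU and HCT-8.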

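Ranked by p-value among these 13 genes, PRKDC was the first and UHMK1 the second between HCT-8/FU and HCT-8. PRKDC had a log2 fold change of 1.12 (standard error 0.070, adjusted p = 3.0e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SMG1 was the first in the CM comparison, with a log2 fold change of 1.26 (adjusted p = 3.9e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNT2 was the second, with 1.21 (adjusted p = 2.0e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and UHMK1 was the third. Without HCT-8 replicate 2, UHMK1 (adjusted p = 1.3e-05) came before PRKDC (adjusted p = 2.1e-05) between HCT-8/FU and HCT-8, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By the size of the log2 fold change, UHMK1 ranked 1 between HCT-8/FU and HCT-8 and 7 in the CM comparison. In the first it was 1.16, against 1.15 (standard error 0.14) for PKN2. PRKDC lay above UHMK1 there without HCT-8 replicate 1 (1.09 against 1.07) or HCT-8/FU replicate 1 (1.18 against 1.15). PRKDC also did with the correction for GC content and gene length (0.76 against 0.51). In the authors' deposited table, UHMK1 had log2 fold changes of 1.15 and 0.85, with unadjusted p-values of 1.8e-34 and 4.7e-15, which rank 2 in each comparison.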

By sifting through our data reports, related database queries, and the literature, the serine/threonine protein kinase U2AF Homology Motif Kinase 1 (UHMK1) was our top selection with the best p value confidence (Fig. 3e, f). 

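UHMK1 (ENSG00000152332) lies on the plus strand of chromosome 1 of GRCh38, from 162497251 to 162529631, with 9248 exonic bases and a GC content of 37.4% in GENCODE 44. Its raw counts were 905 and 4579 in the replicates of HCT-8, 8572 and 1711 in HCT-8/FU, 968 and 3247 in CM of HCT-8, and 6379 and 6261 in CM of HCT-8/FU. Normalized by TMM, it reached 127 ± 11.5 CPM (SD, n = 2) in HCT-8 and 285 ± 0.789 (SD, n = 2) in HCT-8/FU. It reached 117 ± 7.71 (SD, n = 2) in CM of HCT-8 and 204 ± 1.10 (SD, n = 2) in CM of HCT-8/FU. The log2 fold change between HCT-8/FU and HCT-8 was 1.16 (standard error 0.081, adjusted p = 7.5e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the CM comparison it was 0.80 (standard error 0.080, adjusted p = 5.3e-06 from the same test with Benjamini-Hochberg adjustment). Both increases were larger than the spread between replicates, and both libraries of each raised group lay above both of its control. The difference between the increases was 0.36 (standard error 0.11) and did not pass the FDR (adjusted p = 0.052, Benjamini-Hochberg adjustment, edgeR's quasi-likelihood test). It passed with an adjusted p of 0.0077 in the same test without CM of HCT-8 replicate 1, and in 3 other alternatives.

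**Figure D4:**
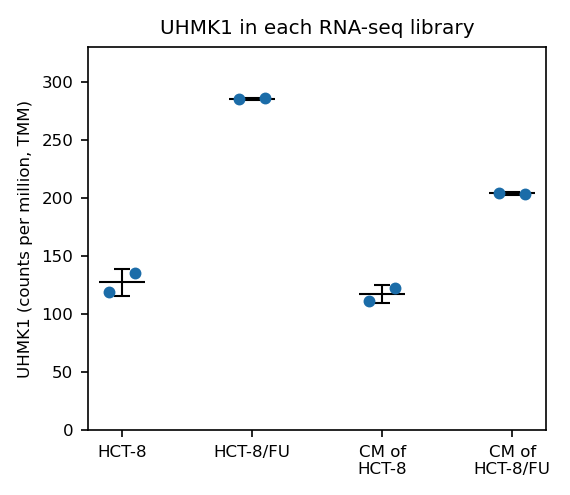
UHMK1 in CPM after TMM normalization in each library (points), with the mean (long line) and SD (short bars) of the 2 replicates of each group. HCT-8/FU has a mean of 285 against 127 in HCT-8, and CM of HCT-8/FU a mean of 204 against 117 in CM of HCT-8.

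With each library of the comparison left out in turn, the log2 fold change stayed between 1.07 and 1.23 in the first comparison and between 0.74 and 0.88 in the second. The correction for GC content and gene length moved it most, to 0.51 (standard error 0.10, adjusted p = 0.0024 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and to 0.15 (adjusted p = 0.44 from the same test with Benjamini-Hochberg adjustment), both under the fold threshold. Against 273 tested genes within 2 percentage points of its GC content and of similar length and level, UHMK1 rose more than 83.5% of them in the first comparison and 61.9% in the second. The median of these genes was 0.72 and 0.66, and 174 and 154 of them were DE. Among libraries with over 15% of records not aligned, UHMK1 was higher in HCT-8/FU by 1.26 on the log2 scale, and by 1.07 among the others, with 1 library of each group in both cases. The increase in the CM comparison was 0.74 among the others, and no library of CM of HCT-8/FU had over 15% of records not aligned. On the p value of UHMK1 in the volcano plots (Fig. 3e, f), with database queries and the literature, the paper selects UHMK1 as its top candidate for the kinase of coilin.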

UHMK1 mRNA levels were determined by RT-qPCR and confirmed to be upregulated in the paired comparison groups, as shown by RNA-seq (Fig. 3g, h). We also performed Western blotting to detect UHMK1 protein expression, the UHMK1 was found to be upregulated in consistency with findings from the mRNA quantifications (Fig. 3g, h).

### 5-FU sensitivity and coilin phosphorylation in HCT-8 cells following UHMK1 knockdown

We next aimed to address whether UHMK1 could be functionally involved in the regulation of 5-FU sensitivity in colon cancer cells. Interfering siRNAs against UHMK1 were transfection into HCT-8 cells. UHMK1 expression was decreased compared to scramble controls from the Western blots (Fig. 4a). Immunoprecipitation assays demonstrated that knockdown of UHMK1 significantly reduced coilin phosphorylation (Fig. 4a) and induced significant changes in CB morphology, especially with respect to the percentage of deformed, diffused, and multi-scattered CB types (Fig. 4b). In addition, there cell growth was reduced by ~ 50% in UHMK1 siRNAs transfected cells (Fig. 4c). Cell survival in the presence of 5-FU was also reduced in the UHMK1 knockdown samples compared to scramble controls (Fig. 4d). These data indicate that suppression of UHMK1 expression reduces coilin phosphorylation, alters CB morphology, and influences cell growth and sensitivity to 5-FU in HCT-8 cells.

**Fig. 4:**
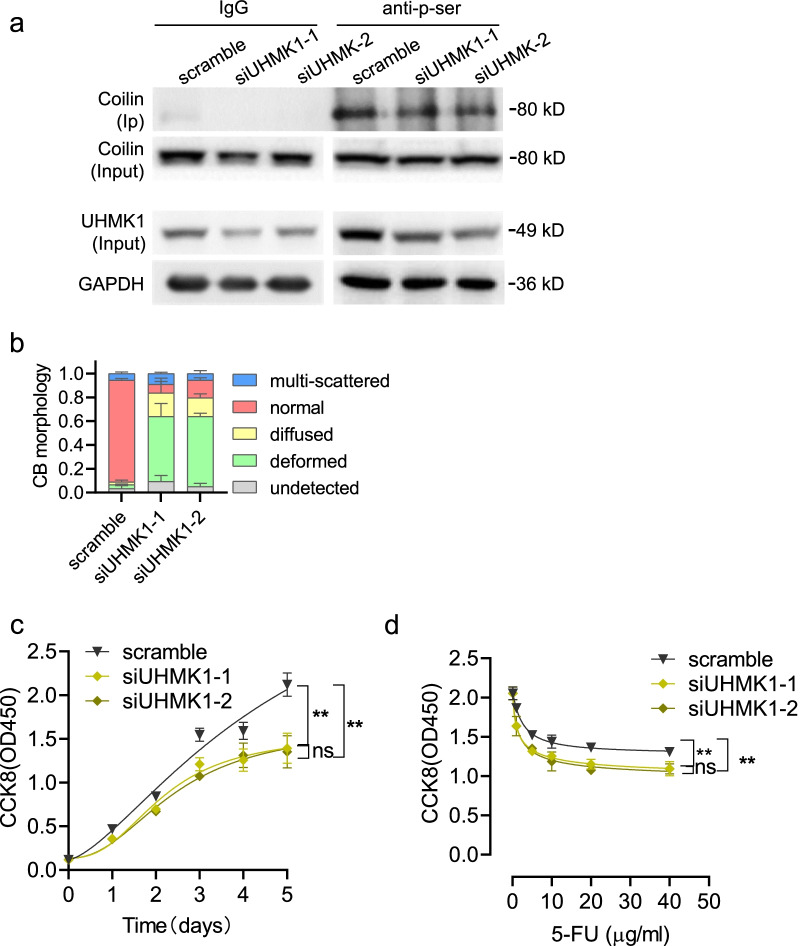
Effects of UHMK1 knockdown on coilin phosphorylation and 5-FU sensitivity in HCT-8 cells. **a** Co-immunoprecipitation assay for coilin serine phosphorylation in UHMK1 knockdown HCT-8 cells. **b** CB morphology and statistics in UHMK1 knockdown HCT-8 cells. **c** CCK8 assays for cell growth of UHMK1 knockdown cells. **d** Survival of UHMK1 knockdown HCT-8 cells following 5-FU treatments (0, 1, 5, 10, 20 and 40 μg/ml) for 48 h. Data were presented as the mean ± SD, n = 6. ** *p* < 0.01

### Involvement of UHMK1 kinase activity in coilin phosphorylation and associated changes in 5-FU sensitivity

Since UHMK1 is a serine/threonine protein kinase [30], we deployed a UHMK1 mutant lacking its kinase activity as a dominant-negative agent for transfection into HCT-8 cells to determine whether kinase activity is necessary to mediate the effects on cell responses to 5-FU (Fig. 5a). Increased coilin phosphorylation was observed in wild type UHMK1 overexpression cells compared to vector controls, whereas transfection with the UHMK1-K54A kinase-dead mutant [31] failed to alter phosphorylated coilin levels (Fig. 5a). To further examine whether UHMK1 transfection altered HCT-8 cell growth and sensitivity to 5-FU, CCK-8 assays were performed. Cell growth showed a 160% increase in UHMK1-transfected cells compared to the control (Fig. 5b), and survival of cells was also increased following 5-FU treatment (Fig. 5c). However, no significant changes were observed in HCT-8 cells with UHMK1-K54A overexpression (Fig. 5b, c). To determine whether UHMK1-mediated regulation of cell survival is dependent on coilin expression, we overexpressed UHMK1 in coilin knockdown HCT-8 cells (Additional file 2: Fig. S4). The results showed that the previously observed effects of UHMK1 were abolished in coilin siRNA cotransfection samples (Fig. 5d, e).

**Fig. 5:**
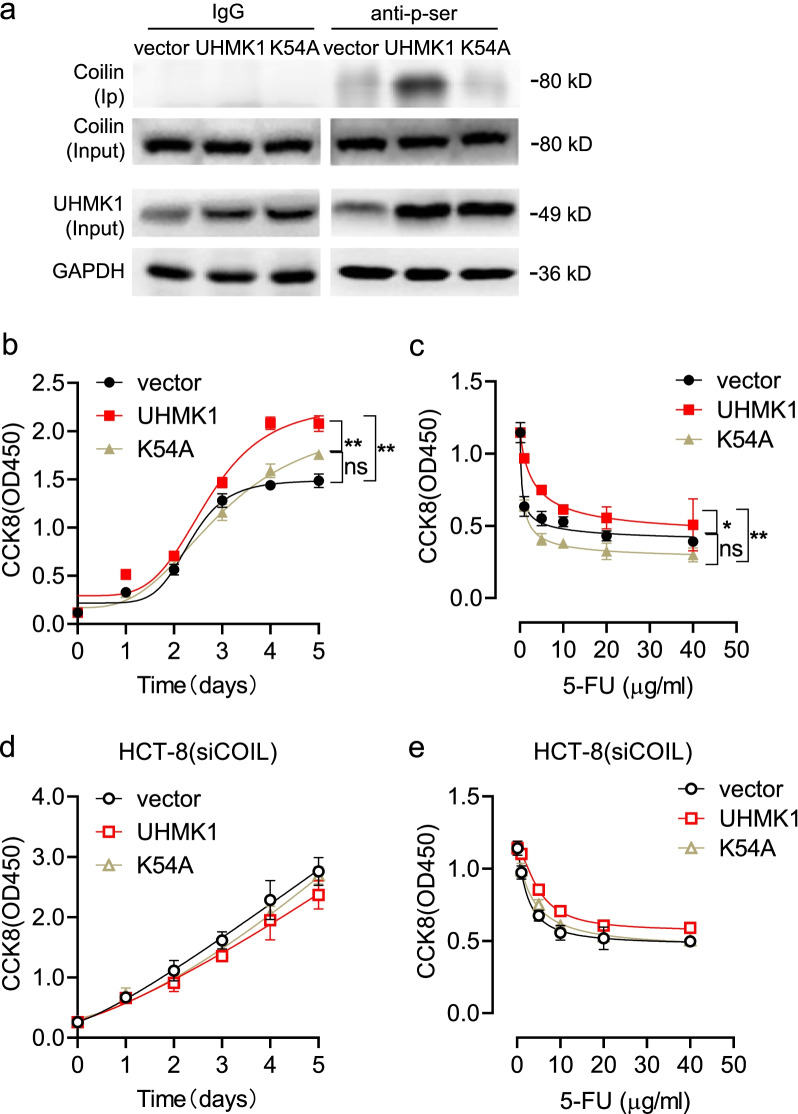
Effects of UHMK1 overexpression in comparison to UHMK1 mutant lacks of kinase activity in HCT-8 cells. **a** Coilin phosphorylation in transfected HCT-8 cells. **b** Cell growth by CCK8 assays. **c** Dose-dependent survival from 5-FU treatments (0, 1, 5, 10, 20 and 40 μg/ml) for 48 h. **d** Cell growth in UHMK1 or mutant transfected HCT-8 cells with coilin knockdown. **e** Cell survival in coilin knockdown HCT-8 cells. Data were presented as the mean ± SD, n = 6. * *p* < 0.05 and ** *p* < 0.01

### Role of UHMK1 in CB reassembly dynamics during 5-FU drug release experiments

To explore whether UHMK1 has physiological significance in the cellular response to 5-FU treatment and drug-related microenvironment changes, we performed drug release experiments for dynamic observation. The CBs disassembled and decreased in numbers following 5-FU treatment in HCT-8 cells, and this typically progressed during the time course. When 5-FU was removed, CBs reassembled in the surviving cells and eventually recovered to normal counts as well as morphology (Fig. 6a). Throughout the observation period, levels of coilin phosphorylation varied accordingly, while coilin total protein levels remained stable (Fig. 6b). We analyzed protein and mRNA UHMK1 expression in both of the 5-FU drug maintain and release phases across the time course, and found that UHMK1 expression was also correlated with both coilin phosphorylation level and CB count per cell (Fig. 6c, d). These findings strongly suggest that UHMK1 and its serine phosphorylation activity are required factors for CB function in response to 5-FU treatment and are associated with drug-induced cellular stress.

**Fig. 6:**
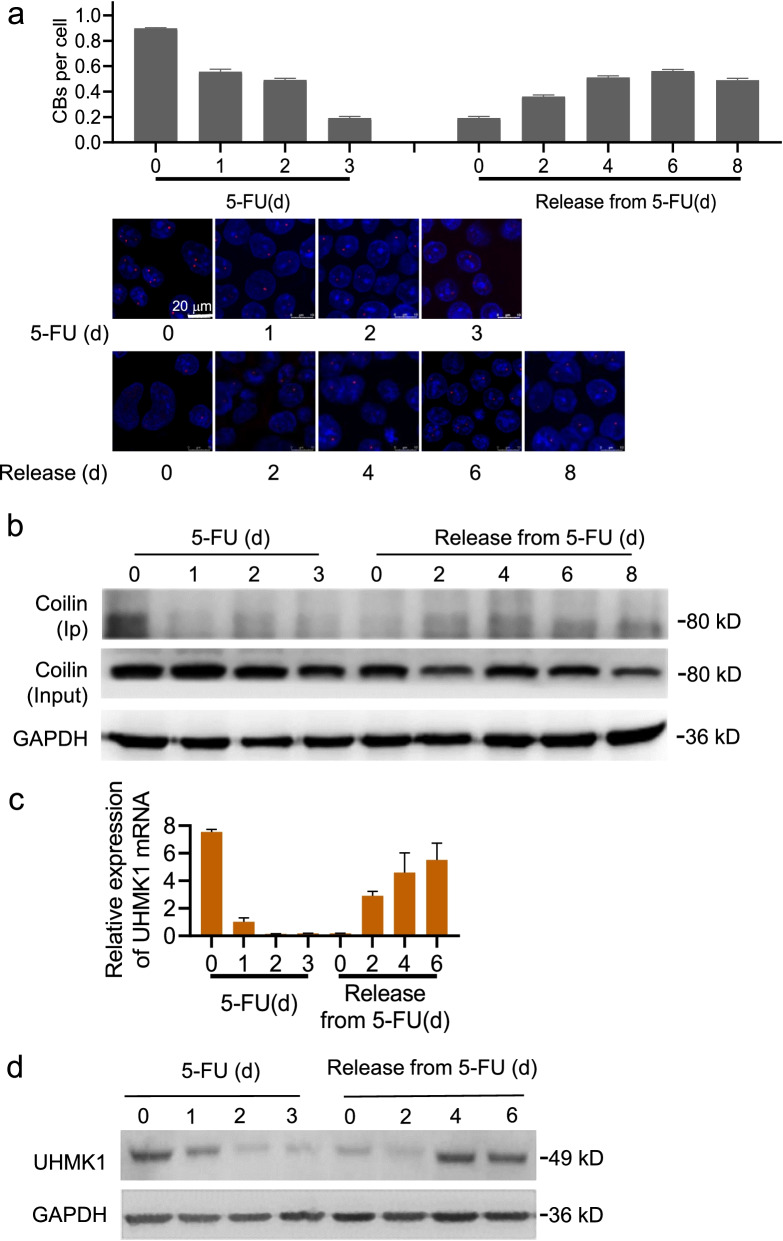
Role of UHMK1 in 5-FU exposure and release in HCT-8 cells. **a** Morphology changes of CBs in 1 μg/ml 5-FU and removal. Significant differences in all the 5-FU drug maintain groups of 1, 2 and 3 days compared to 0 d controls (*p* < 0.01); significant differences in all the release groups of 2, 4, 6 days compared with 0 d group (*p* < 0.01). **b** Western blots for coilin phosphorylation. **c** UHMK1 expression in the HCT-8 cells determined by RT-qPCR. *p* < 0.01 for all the 5-FU drug maintain groups of 1, 2 and 3 days compared to 0 d controls; *p* < 0.01 for all the release groups of 2, 4, 6 days compared with 0 d group. **d** Western blots for UHMK1 expression in the HCT-8 cells

### Coilin phosphorylation, UHMK1, and 5-FU resistance in SW480 cells

To reinforce our findings in HCT-8 cells, we treated another human colon cancer cell line (SW480) with 5-FU. Following exposure to 5-FU (1 μg/ml) for 3 d, CBs disassembled and decreased in numbers throughout the time course comparing to the 0 d untreated controls (*p* < 0.01). When 5-FU was removed, CBs reassembled in the surviving cells and eventually recovering to normal counts and morphology (Fig. 7a). The expression levels of UHMK1 varied accordingly and correlated well with both coilin phosphorylation levels and CB count per cell across the time course (Fig. 7b). UHMK1 knockdown by siRNAs transfection significantly reduced coilin phosphorylation (Fig. 7c), significantly decreased cell growth, and increased cell sensitivity to 5-FU (Fig. 7e, f). Increased coilin phosphorylation was observed in wild type UHMK1 overexpressed SW480 cells, whereas transfection of UHMK1-K54A reduced the relative levels of coilin phosphorylation (Fig. 7d). Overexpression of UHMK1 significantly promoted cell growth and increased survival of cells following 5-FU treatment (Fig. 7g, h). However, no significant changes were observed in UHMK1-K54A overexpressed SW480 cells (Fig. 7g, h). Moreover, the effects of UHMK1 were abolished in coilin siRNA cotransfection samples (Additional file 2: Fig. S5), which confirmed that UHMK1 regulation of cell survival is dependent upon the level of coilin expression. These data demonstrate that UHMK1 and its serine phosphorylation activity are essential for CB function, and influence cell growth and sensitivity in SW480 cells.

**Fig. 7:**
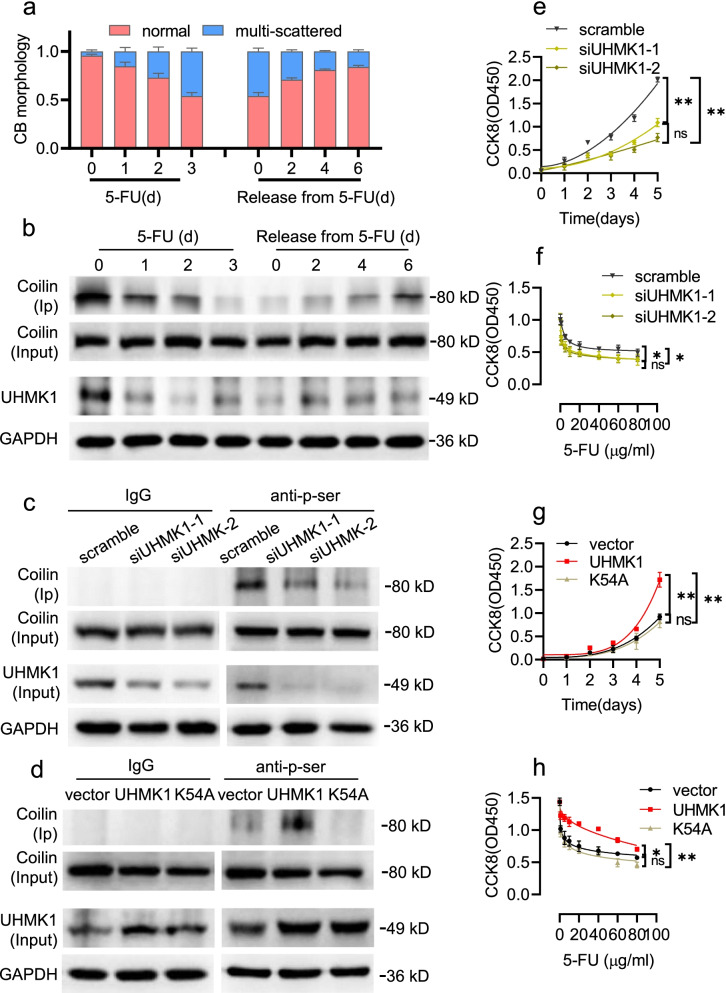
Effects of UHMK1 on coilin phosphorylation and 5-FU sensitivity in SW480 cells. **a** Morphology changes of CBs in 1 μg/ml 5-FU and removal. **b** Western blots for coilin phosphorylation and UHMK1 expression. **c** Co-immunoprecipitation assay for coilin serine phosphorylation in UHMK1 knockdown cells. **d** Coilin phosphorylation in UHMK1 and its mutant transfected SW480 cells. **e** CCK8 assays for cell growth of UHMK1 knockdown cells. **f** Survival of UHMK1 knockdown SW480 cells following 5-FU treatments (0, 1, 5, 10, 20, 40, 60 and 80 μg/ml) for 48 h. **g** Cell growth of transfected SW480 by CCK8 assays. **h** Dose-dependent survival from 5-FU treatments (0, 1, 5, 10, 20, 40, 60 and 80 μg/ml) for 48 h of transfected SW480 cells. Data were presented as the mean ± SD, n = 6. * *p* < 0.05, ** *p* < 0.01

## Discussion

CB size and number can be altered by the cell cycle, development, transformation, temperature, DNA damage, and coilin mutations. Previous studies have suggested that CB morphology appears to be more dynamic in cells with higher metabolic rates, such as neurons and cancer cells. Several recent studies have demonstrated that CB reassembly is sensitive to DNA damage and is an indicator of the repair process in solid tumor cells. In the present study, we found that exposure to CM derived from drug-resistant HCT-8/FU cells reduced 5-FU sensitivity in HCT-8 cells, and also induced morphological changes of CBs (Fig. 2). Secretory factors from resistant cells, including metabolites, cytokines and growth factors in CM, have been shown to confer chemoresistance to sensitive cells through direct cell-to-cell contact or via classical paracrine mechanisms. CBs have the potential to serve as a sensitive indicator for the cell response to cytotoxic pressure, and are also involved in cellular adaptations to environmental stress. Visible coilin protein is known to be phosphorylated at several residues by VRK1 (vaccinia-related kinase 1). VRK1 pathogenic variants have reduced protein stability or kinase activity; functional insufficiency of VRK1 causes a defective formation of 53BP1 (repair) foci in response to DNA damage as well as loss of assembled CBs on coilin in patients with neuromotor developmental syndromes [32, 33]. In the present study, we demonstrated that coilin is phosphorylated at serine residues (Fig. 3) by UHMK1, a serine/threonine protein kinase.

UHMK1 was initially identified to regulate the function of stathmin [34]. Dysregulation or mutations in UHMK1 have been indicated as a high-penetrance factor in human cancers of pancreatic, ovarian, or gastric origin. From public database queries for UHMK1 genetic and epigenetic modifications in colon cancers, we found that gene amplification, nucleotide substitution, and other genomic changes in UHMK1 were associated with poor overall survival in patients (Additional file 2: Fig. S6). In addition, upregulation of UHMK1 to about doubled levels was found in 5-FU-resistant human colon cancer cells in HCT-116 background following increasing dosing of 5-FU for more than 6 months (GSE56322), suggesting the important roles of UHMK1 in the development of chemoresistance. UHMK1 has been shown to bind to a range of proteins, such as eEF1A, FAM64, CDKI, p27KIP1, SF3b155, and CPEB1, demonstrating sophisticated roles for UHMK1 in different cellular contexts [35]. The fact that UHMK1 to regulate a broad range of cellular factors suggests the importance of UHMK1 in RNA processing, nucleotide metabolism, and signaling transduction from secretory granules to the nucleus, which contribute cooperatively to chemoresistance. In this study, we found that UHMK1 enhanced coilin phosphorylation, subsequently regulated CB formation, and contributed to 5-FU resistance in cells (Figs. 4, 5 and 7). Our findings expand our understanding about functional natural substrates of UHMK1 and further demonstrated the importance of coilin phosphorylation in colon cancers, especially in context of drug sensitivity and resistance.

CBs are multicomponent structures that contain a large abundance of splicing snRNPs, suggesting their importance in post-transcriptional RNA modification. The RNA association profile of coilin changes during mitosis compared to interphase, which indicates a function for coilin beyond that of a scaffold protein. Ectopic expression of mutant coilin could induce transcriptional and/or processing dysregulation of a number of CB-related RNA transcripts. Knockdown of coilin was shown to decrease cell proliferation and alter mRNA splicing in minigene reporter assays. These results suggest that the involvement of coilin in splicing regulation may be related to its phosphorylation status, which is also supported by our RNA-seq results that show a large number of differential SIs in 5-FU resistant cells and CM-induced cells (Fig. 3). Aberrant splicing events that confer drug/therapy resistance in cancer are gradually becoming a focus in recent studies, since differential expression of primary transcripts often do not explain the phenotype of drug responses [36]. However, the challenge of profiling SIs and using them for drug sensitivity assessment is not only related to the dynamic and complex nature of splicing events, but is also cumbersome due to a lack of cellular indicators for monitoring the immediate response of cells to drug or environmental stimuli. Fortunately, CBs show potential to serve as a visual maker for evaluating cellular response to cytotoxic pressure and development of resistance to cytotoxic drugs. This notion applies with respect to both environmental stimulation and potential alternative splicing profile changes.

Another interesting finding from this study was that the environmental factors showed a strong ability to change cancer cell resistance to anticancer drugs. Various genetic and epigenetic modifications are the primary ways through which cells cope with environmental stress. Recent studies have demonstrated that cancer cell-secreted molecules are functionally involved in conferring chemoresistance by altering TME. In our study, paired 5-FU-sensitive and -resistant HCT-8 cells were compared to identify factors related to resistance in different genetic backgrounds. CM prepared in vitro from tumor cells of resistant phenotypes has the potential to provide a convenient approach to reconstruct TMEs for laboratory experiments. In such systems, using CB morphology as an index for the evaluation of fast and reversible drug responses may be most advantageous in cultured cancer cells, as it allows for identification of other important kinases (such as UHMK1) responsible for coilin phosphorylation, altering cellular stress response signals, and influencing resistance to chemotherapy drugs.

## Conclusion

In conclusion, we identified that coilin is phosphorylated at serine residues by UHMK1 in colon cancer cells, and this phosphorylation subsequently regulates CB assembly and contributes to colon cancer cell resistance to 5-FU. These findings suggest that coilin may serve as a useful visual maker to indicate cell response under cytotoxic pressure and the development of cell resistance to toxins. CB reassembly is induced by CM from resistant cells or other cytotoxic pressure, and involves complex interactions between snRNAs and snRNP proteins. This leads to spectrum changes in splicing isoforms as well as the selective production of specific SIs that are secreted in TME and remodel the intracellular phenotype of adjacent cells. Our findings suggest a potential mechanism in which TME regulates the development of drug resistance through CB-edited RNA processing, during which UHMK1 is an important participator with crucial functions.

## Supplementary Information

**Additional file 1:** Materials and methods for supplementary data and supplementary Tables (Table S1–S3).

**Additional file 2:** Supplementary Figures (Figure S1–S6).

## Data Availability

Raw data of RNA-seq were available at GEO database repository; accession ID: GSE168888 (all data), GSM5171962 (HCT-8 rep1), GSM5171963 (HCT-8 rep2), GSM5171964 (HCT-8/FU rep1), GSM5171965 (HCT-8/FU rep2), GSM5171966 (CM of HCT-8 rep1), GSM5171967 (CM of HCT-8 rep2), GSM5171968 (CM of HCT-8/FU rep1) and GSM5171969 (CM of HCT-8/FU rep2).

## Abbreviations

5-FU: 5-Fluorouracil
CM: Conditioned medium
CBs: Cajal bodies
TME: Tumor microenvironment
CRC: Colorectal cancers
snRNPs: Small nuclear ribonucleoproteins
scaRNPs: Cajal body-specific RNPs
FBS: Fetal bovine serum
CCK8: Cell counting kit
PBS: Phosphate-buffered saline
Sis: Splicing isoforms
SDS-PAGE: SDS-polyacrylamide gel electrophoresis
PVDF: Polyvinylidene fluoride
CO-IP: Co-immunoprecipitation
SDS: Sodium dodecyl sulfate
ANOVA: Analysis of variance
FC: Fold changes
ALL: Acute lymphoblastic leukemia
UHMK1: U2AF homology motif kinase 1
VRK1: Vaccinia-related kinase 1

# Supplementary material for: UHMK1-dependent phosphorylation of Cajal body protein coilin alters 5-FU sensitivity in colon cancer cells
**Source:** Cell Commun Signal. 2022 Feb 12;20:18. doi: 10.1186/s12964-022-00820-8
**Supplement:** Supplementary file 2 — Additional file 1: Materials and methods for supplementary data and supplementary Tables (Table S1–S3).

**Materials and methods**

1. Immunofluorescence

The cells on coverslips were fixed with paraformaldehyde and permeabilized using Triton X-100, then blocked and rinsed with phosphate-buffered saline (PBS). The anti-coilin or anti-SMN antibodies (Proteintech Group, Rosemont, USA) were used as the primary probes, and Alexa Fluor® 594 or Alexa Fluor® 488 (Life Technologies, MA, USA) were used as the secondary antibodies for followed incubation in the dark. The nuclei were stained with Hoechst 33258 (Sigma-Aldrich, St. Louis, MO, USA) prior to microscopic examination. The fluorescent images were acquired with a confocal system (Leica Microsystems TCS SP8. Wetzlar, Germany).

### 2. Correlational analysis of gene alteration and expression in colon cancers

To estimate the correlation between UHMK1 gene alteration and expression and colon cancer phenotypes. We analyzed the data from cBioPortal database (TCGA, PanCancer, Atlas) which provides visualization and analyzed results of large-scale cancer genomics data sets. The results are shown as a statistical frequency in categories of gene mutation, amplification and multiple alterations.

**Table S1 The qPCR primers used in this study**

| qPCR primers | Forward 5'-3' | Reverse 5'-3 |
| --- | --- | --- |
| ADAM10 | TGGTGAAACGCATAAGAATCAAT | AACCCAAGCCAGACCAAGTA |
| ANKRD17 | GACATCATGGCAGCAGTCAG | AGGCAAGTGTTAGTGCCGTG |
| BCLAF1 | AGCCCTGAAATACACAGGAGA | CGAAGGTCAGCAGAGTCACA |
| CCAR1 | GGCCTTACCACACAAACTCC | CTGAGGTTGTGAATATTGCTGTT |
| CENPF | CCGTCCCCGAGAGCAAGTTTAT | CTGAAACTGCCTTTGCTGCTT |
| CNOT6 | TTAGGCCTGAAAGGAAATCCC | AGACCTTGGAGGTGGTTGTT |
| DEK | TCTCTTCCTTACAGAGAGAGCCAT | CTTCTTTAATGAGGACACAGTGC |
| DLG1 | CCTTGGATCTGGTGTAGGCG | TGCTCTCTGGGTATCTTGCTTC |
| HEATR1 | AAAACTCCGCTGGCGTGAAA | TCCAGGCCAGTACATCCAAT |
| ITGAV | CGCTTCTTCTCTCGGGACTC | AGAAACATCCGGGAAGACGC |
| LRP6 | TCGCCGGTGAGAGAAGAGA | CAAAGGGGCCGCTCTCAGG |
| MKI67 | CGGATCGTCCCAGTGGAAGAG | TCGACCCCGCTCCTTTTGAT |
| PRKAA1 | GGCAAAGTGAAGGTTGGCA | TCTGCGGATTTTTCCTACCACA |
| RORA | ATGGAGTCAGCTCCGGCA | TCGTTACTGAGATACCTCTGCTG |
| TGFBR3 | GGGTCCGGATGGCGTAGTT | CTTGCAATTTTCAAACTGCCTCGGA |
| TOP2A | GTGTCACCATTGCAGCCTGT | ACCAATGTAGGTGTCTGGGC |
| UBR5 | TGGAGGACGAGAAGGAAAGC | TCAGAAACTTCTCGTAACCTGTC |
| XPO1 | AGGAAGGAGCAGTTGGTTCA | CTTGAGCCATTCTTTGCTGGG |
| YAP1 | GAACTCGGCTTCAGGTCCTC | GGTTCATGGCAAAACGAGGG |
| DLG1-3514-1 | TGTTTACAGTTGGTGATATCAGGTGGTGC | CTGCTTCTTCATGAGTAACTTCTTC |
| DLG1-3514-2 | CTAGGTTCCAGTTGGTGATATC | CTGCTTCTTCATGAGTAACTTCTTC |
| YAP1-44800-1 | AGGAAGAGGACCTGAAGCCGAGTTCA | TTCCTGGGGTCCTGCCATGTTGTT |
| YAP1-44800-2 | TCTGGTTCATTGGGGCTGAAGCCGAG | TTCCTGGGGTCCTGCCATGTTGTT |
| DGKA-1651-1 | GATTGGACACCAATGTCCTTCCG | ACACAATGCAGCCCGGTCAG |
| DGKA-1651-2 | TGTGATTGGACGGTTACAGCTCAG | ACACAATGCAGCCCGGTCAG |
| DGKA-16683-1 | TTACAGAGGTTACAGCTCAGTCCC | TGATTGGACCAATGTCCTTCCG |
| DGKA-16683-2 | ACATGTGCTGTCCGTCGTCCTTC | GATTGGACGGTTACAGCTCAG |
| DGKA-16684-1 | TTACAGAGGTTACAGCTCAGTCCC | ATTGGACACCAATGTCCTTCC |
| DGKA-16684-2 | ACATGTGCTGTCCGTCGTCCTTC | GATTGGACGGTTACAGCTCAG |
| DGKA-1665-2 | AGAGGCATCTCCACGCCAATAGA | CAGTTTGTTGAGGTATCACCTCC |
| DGKA-17244-1 | GAGGGTAGGCTGGACTTCTG | CCCTCTCCTTGGCCATCTGTC |
| DGKA-17244-2 | TTCAGAGGGTAGGCCGCTCCAGCT | CCCTCTCCTTGGCCATCTGTC |
| CHTF8-8461-1 | TCCAGCCCTCGCACTGCAAT | CACAGGGATTCCCTCAGTGGTG |
| CHTF8-8461-2 | AGCACAGGGATTCCCTGCAATGGC | CAGTCCTGATCCCCAGGAGTGTGTT |
| ATP5MD-19323-1 | GCCATGATTTCAATCTGGAATGGTGA | TGCATTCACGGAGTTTACAGCTC |
| ATP5MD-19323-2 | CCTGCCATGATTTCAATCTGCCAAAGC | GTTCATTCTACCTGTGAGAGTAT |
| ATP5MD-18693-1 | GCCATGATTTCAATCTGTGTA | GTTCATTCTACCTGTGAGAGTATAA |
| ATP5MD-18693-2 | CATGATTTCAATCTGCCAAAGC | GTTCATTCTACCTGTGAGAGTATAA |

**Table S2 RNA-seq value of selected differential SIs**

|  | Genes | p-Value | IncLevelDifference | Splicing type |
| --- | --- | --- | --- | --- |
| HCT-8/FU vs. HCT-8 | DLG1-3514 | 0.00108 | -0.052 | MXE |
|  | YAP1-44800 | 0.00714 | 0.065 | SE |
|  | DGKA-17244 | 0.00309 | -0.146 | SE |
|  | CHTF8-8461 | 0.00759 | -0.063 | SE |
|  | ATP5MD-19323 | 0.00339 | -0.038 | SE |
| CM of HCT-8/FU vs. CM of HCT-8 | YAP1-44800 | 0.00714 | 0.065 | SE |
|  | DGKA-2566 | 0.00058 | 0.127 | A3SS |
|  | DGKA-1651 | 0.00049 | 0.104 | A5SS |
|  | DGKA-16683 | 0.00061 | 0.186 | SE |
|  | DGKA-16684 | 0.00597 | 0.058 | SE |
|  | ATP5MD-19323 | 0.00339 | -0.038 | SE |
|  | ATP5MD-18693 | 0.00397 | -0.009 | SE |

* **IncLevelDifference = Inclusion Level Difference**

**Table S3 Differentially expressed genes involved in kinase activity (GO:0016301), RNA binding (GO:0003723 ) and nucleus (GO:0005634)**

| **Gene symbol** | **Description** | **HCT-8/FU  *vs.* HCT-8** | | **CM of HCT-8/FU  *vs.* CM of HCT-8** | |
| --- | --- | --- | --- | --- | --- |
|  |  | Log2(FC) | p-value | Log2(FC) | p-value |
| PRKDC | protein kinase, DNA-activated, catalytic subunit [Source:HGNC Symbol;Acc:HGNC:9413] | 1.11E+00 | 1.25E-45 | 6.72E-01 | 2.17E-12 |
| UHMK1 | U2AF homology motif kinase 1 [Source:HGNC Symbol;Acc:HGNC:19683] | 1.15E+00 | 1.79E-34 | 8.50E-01 | 4.66E-15 |
| HSP90AA1 | heat shock protein 90 alpha family class A member 1 [Source:HGNC Symbol;Acc:HGNC:5253] | 8.66E-01 | 5.14E-23 | 5.22E-01 | 2.51E-04 |
| SMG1 | SMG1 nonsense mediated mRNA decay associated PI3K related kinase [Source:HGNC Symbol;Acc:HGNC:30045] | 7.67E-01 | 2.42E-21 | 1.31E+00 | 2.83E-28 |
| PRPF4B | pre-mRNA processing factor 4B [Source:HGNC Symbol;Acc:HGNC:17346] | 1.01E+00 | 1.38E-19 | 9.85E-01 | 4.65E-09 |
| PKN2 | protein kinase N2 [Source:HGNC Symbol;Acc:HGNC:9406] | 1.13E+00 | 2.80E-16 | 1.14E+00 | 8.24E-12 |
| EIF2AK2 | eukaryotic translation initiation factor 2 alpha kinase 2 [Source:HGNC Symbol;Acc:HGNC:9437] | 9.98E-01 | 5.18E-15 | 4.77E-01 | 5.10E-04 |
| CCNT2 | cyclin T2 [Source:HGNC Symbol;Acc:HGNC:1600] | 1.13E+00 | 1.55E-14 | 1.25E+00 | 2.18E-14 |
| ROCK2 | Rho associated coiled-coil containing protein kinase 2 [Source:HGNC Symbol;Acc:HGNC:10252] | 1.02E+00 | 2.05E-11 | 1.03E+00 | 5.32E-10 |
| MAP3K20 | mitogen-activated protein kinase kinase kinase 20 [Source:HGNC Symbol;Acc:HGNC:17797] | 7.91E-01 | 1.36E-10 | 8.59E-01 | 2.45E-10 |
| CPNE3 | copine 3 [Source:HGNC Symbol;Acc:HGNC:2316] | 7.51E-01 | 2.39E-10 | 5.41E-01 | 1.58E-05 |
| FASTKD2 | FAST kinase domains 2 [Source:HGNC Symbol;Acc:HGNC:29160] | 4.28E-01 | 1.35E-02 | 6.55E-01 | 1.18E-04 |
| FASTKD3 | FAST kinase domains 3 [Source:HGNC Symbol;Acc:HGNC:28758] | 4.80E-01 | 1.58E-01 | 4.20E-01 | 1.50E-01 |

# Supplementary material for: UHMK1-dependent phosphorylation of Cajal body protein coilin alters 5-FU sensitivity in colon cancer cells
**Source:** Cell Commun Signal. 2022 Feb 12;20:18. doi: 10.1186/s12964-022-00820-8
**Supplement:** Supplementary file 3 — Additional file 2: Supplementary Figures (Figure S1–S6).

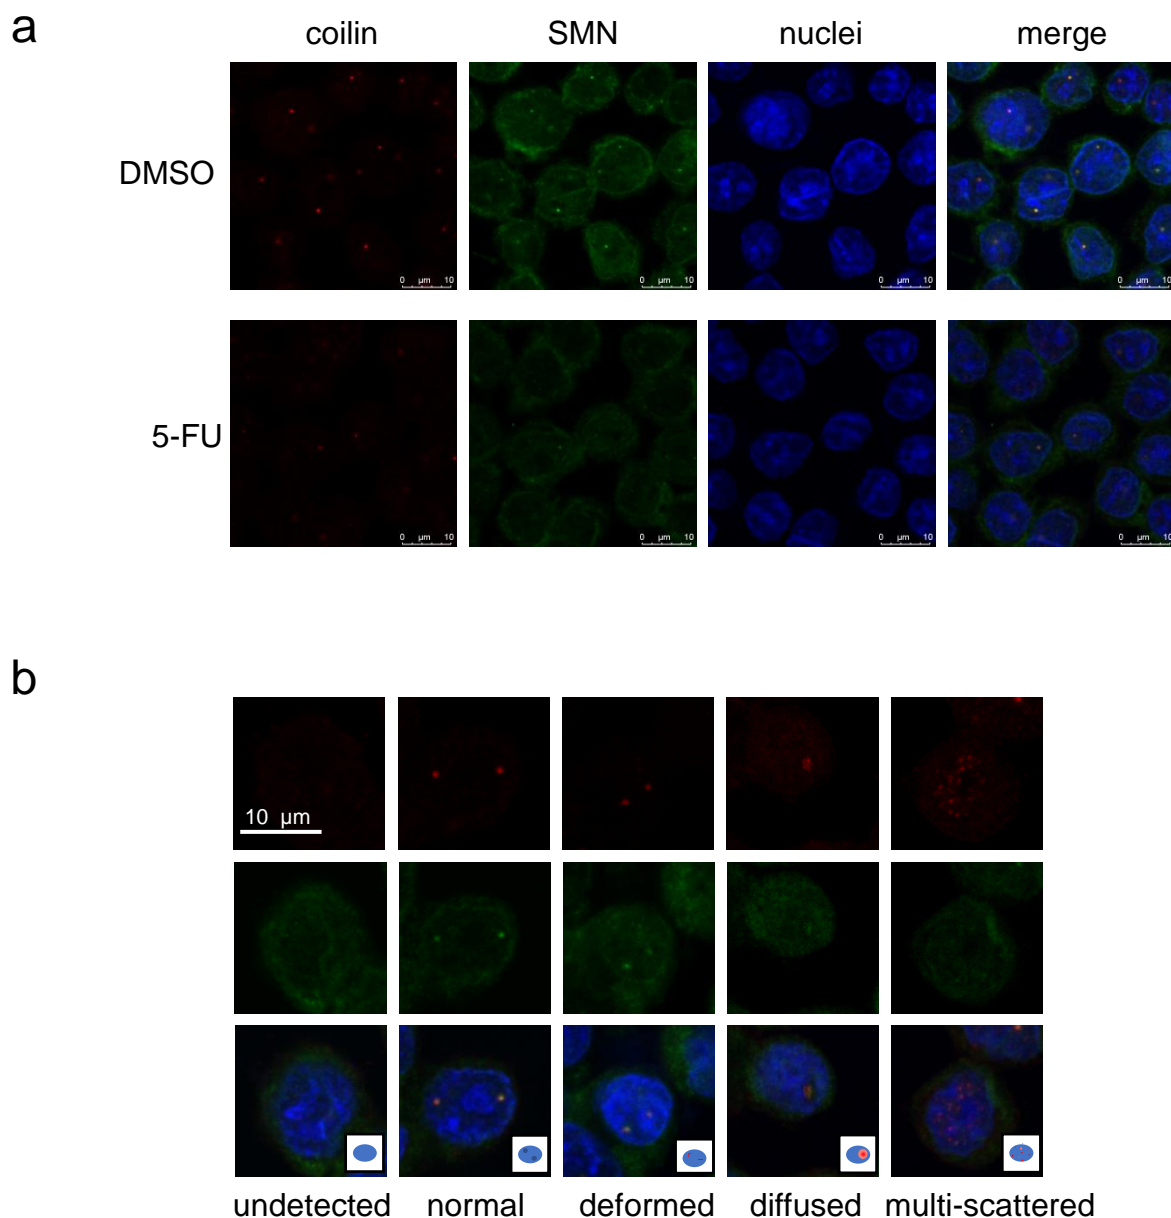

**Fig. S1** CB morphologies as from immunofluorescence microscopy. **a** Immunofluorescent staining of coilin and SMN in cells treated with 1  $\mu\text{g/ml}$  5-FU for 24 h. **b** Types of CBs morphology in HCT-8 following 5-FU treatments. undetected: absent of Coilin staining in the nucleolus; normal: canonical CBs as originally reported; deformed: half-moon shaped or at least 25% variance in diameter measures in CBs; diffused: ambiguous CB structures with above 15% larger area measures; multi-scattered: CBs of disassembled or dispersed morphology in nucleus.

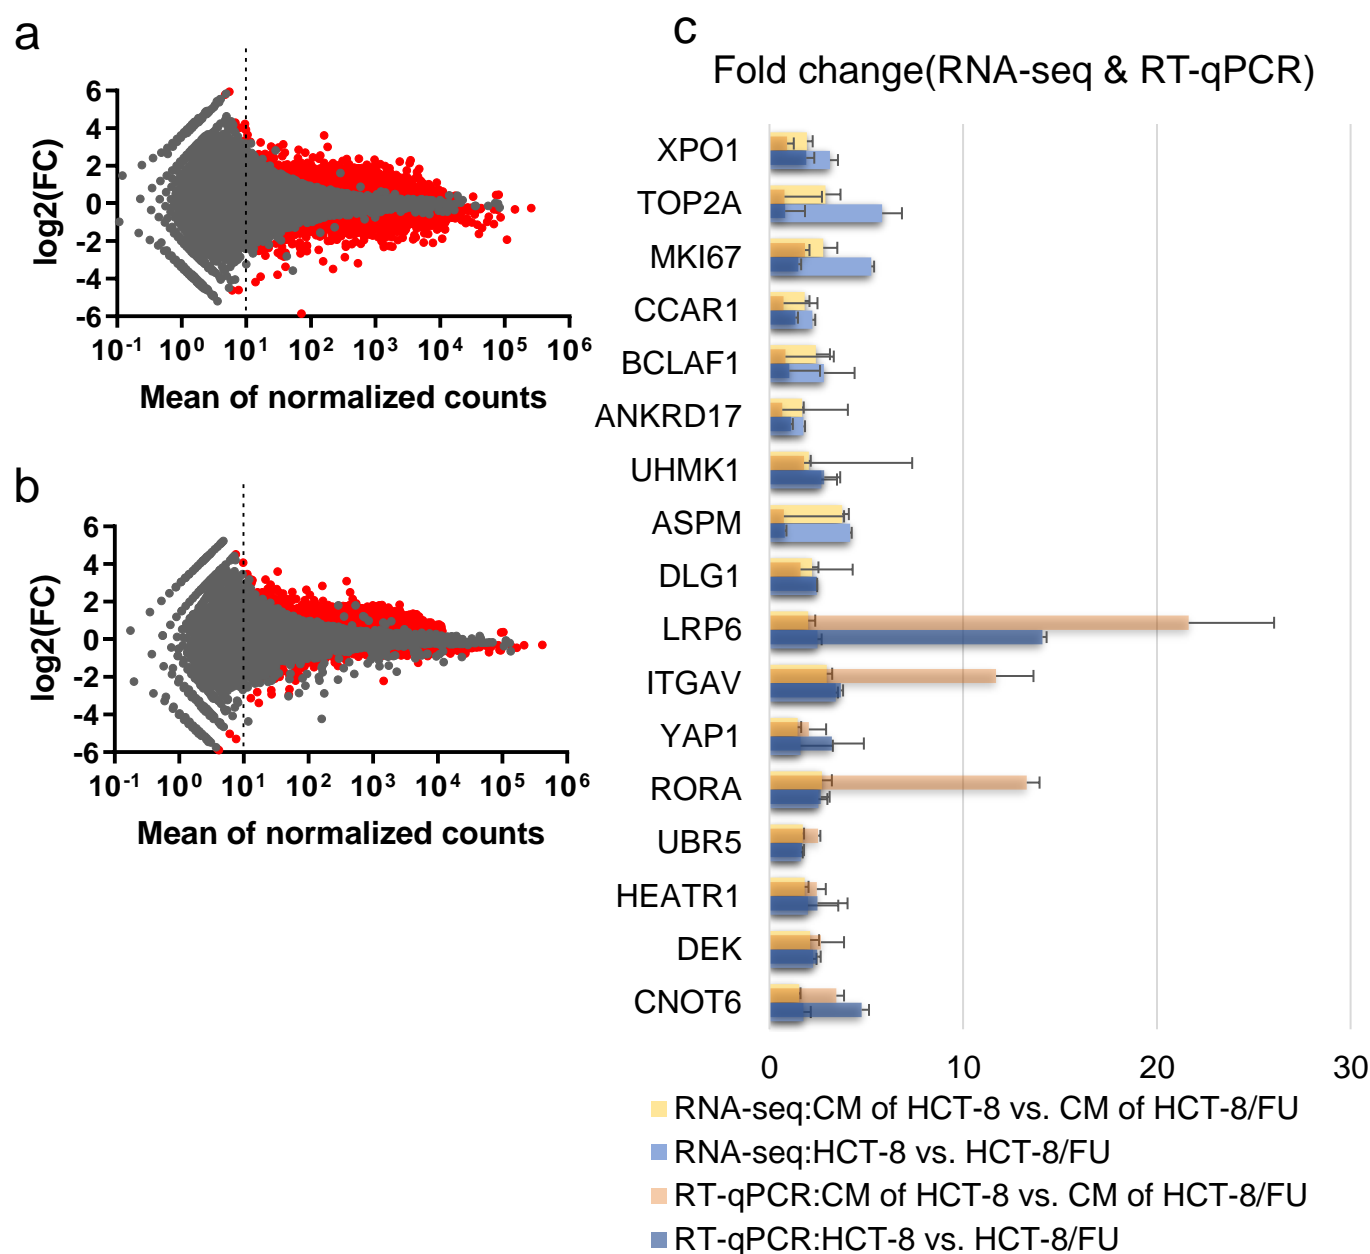

**Fig. S2** Transcriptome analysis of HCT-8/FU cells and HCT-8/FU-CM treated HCT-8 cells . **a** MA plot shows the log<sub>2</sub>-fold change (FC) value attributable to a given gene over the mean of normalized counts for HCT-8/FU cells. Genes with the adjusted p value <0.1 were colored red. **b** MA plot for HCT-8/FU-CM treated HCT-8 cells. **c** Validation of the mRNA levels of selected DE genes by qRT-PCR (mean  $\pm$  SEM, n=3) and compared with RNA-seq counts.

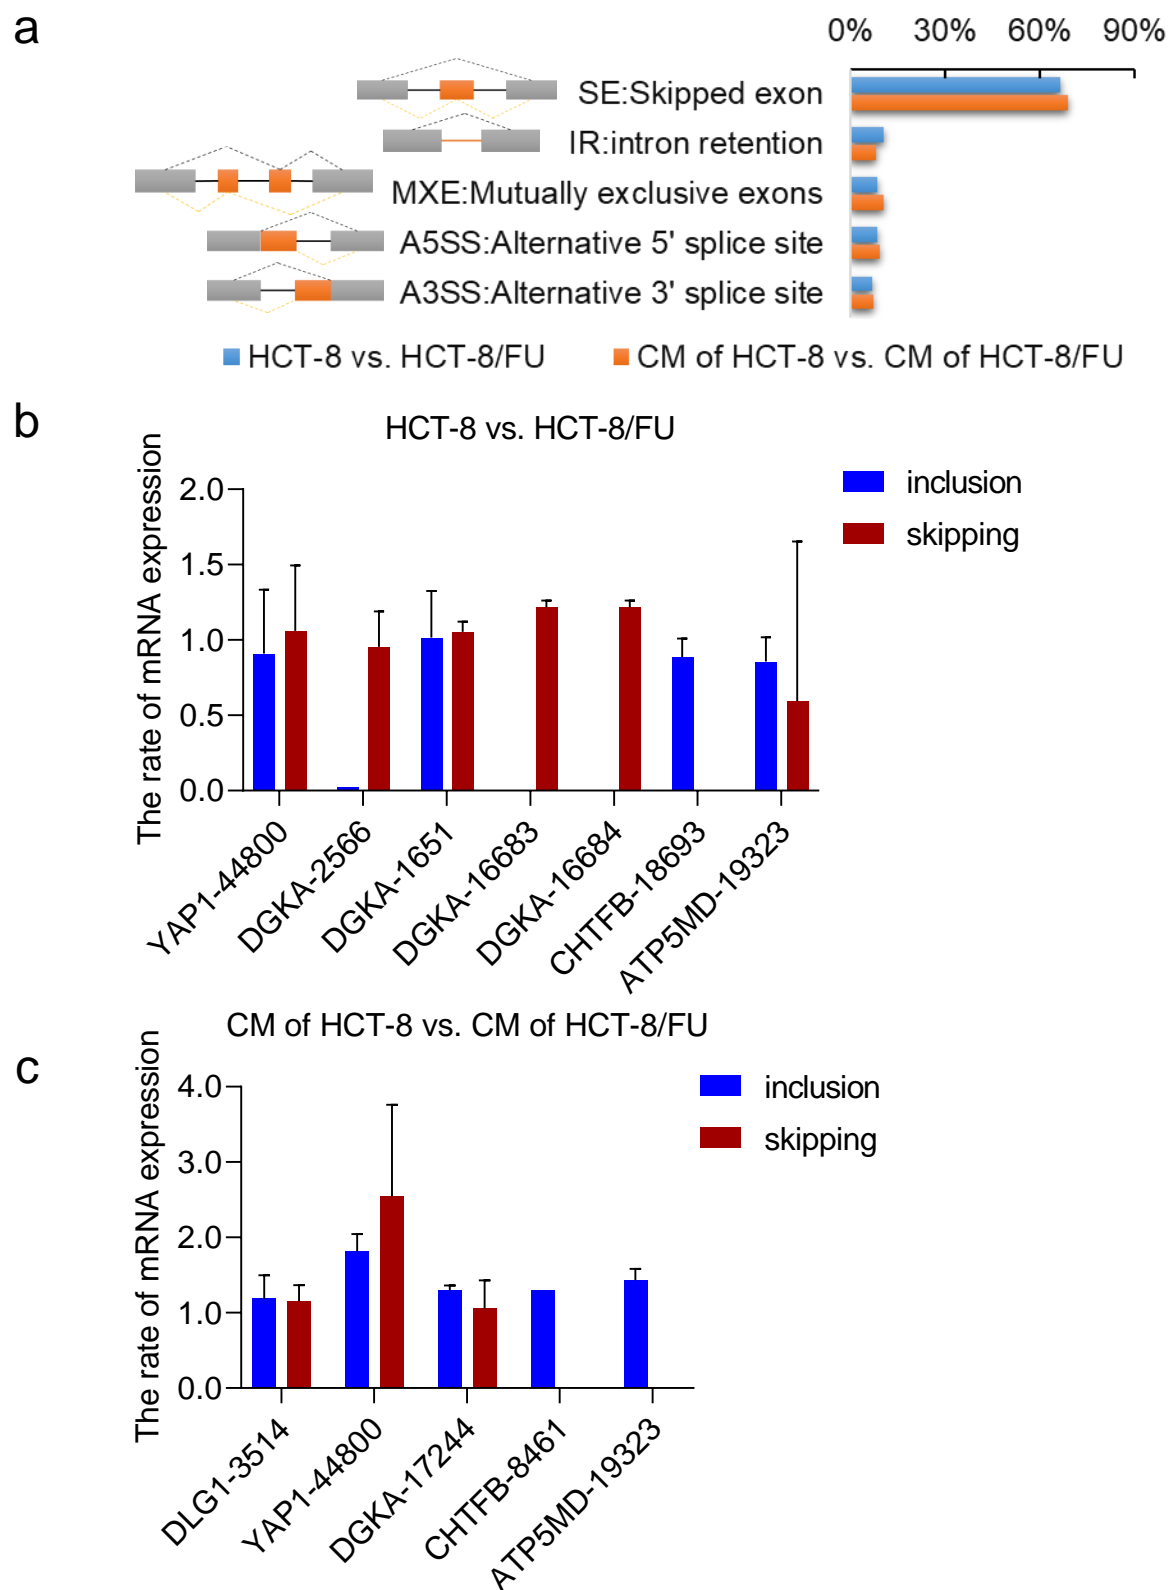

**Fig. S3** Alternative splicing analysis of HCT-8/FU cells and HCT-8/FU-CM treated HCT-8 cells. **a** Frequent types of AS events in 5-FU resistant cells and CMs-induced cells. **b** Differential SIs between HCT-8/FU and HCT-8. **c** Differential SIs between HCT-8 treated with CM of HCT-8/FU and CM of HCT-8. Data in e are presented as the mean  $\pm$  SEM.  $n=3$  per group.  $*p < 0.01$ .

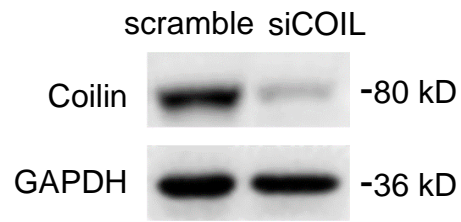

**Fig. S4** The expression of coilin in HCT-8 cells transfected with coilin siRNA.

a

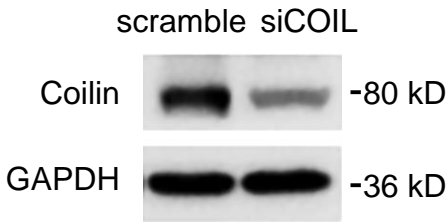

b

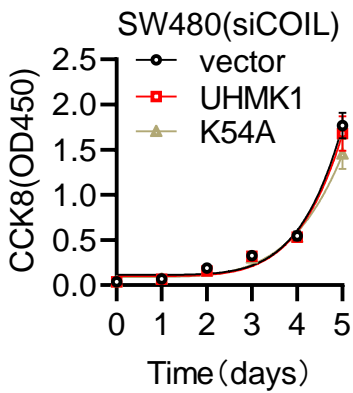

c

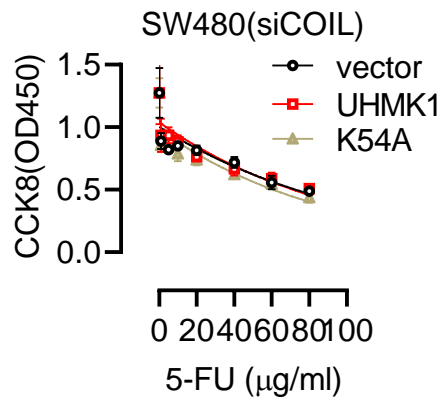

**Fig. S5** UHMK1 expression and 5-FU sensitivity were not significantly changed in coilin siRNA transfected SW480 cells. **a** Western blot of coilin at 48 h after transfection of coilin siRNA. **b** Cell growth in coilin knockdown cells transfected with wildtype or mutant UHMK1 overexpression plasmids. **c** Cell survival experiments comparing UHMK1 and K54A mutant transfection. Data were presented as the mean  $\pm$  SD, n=6.

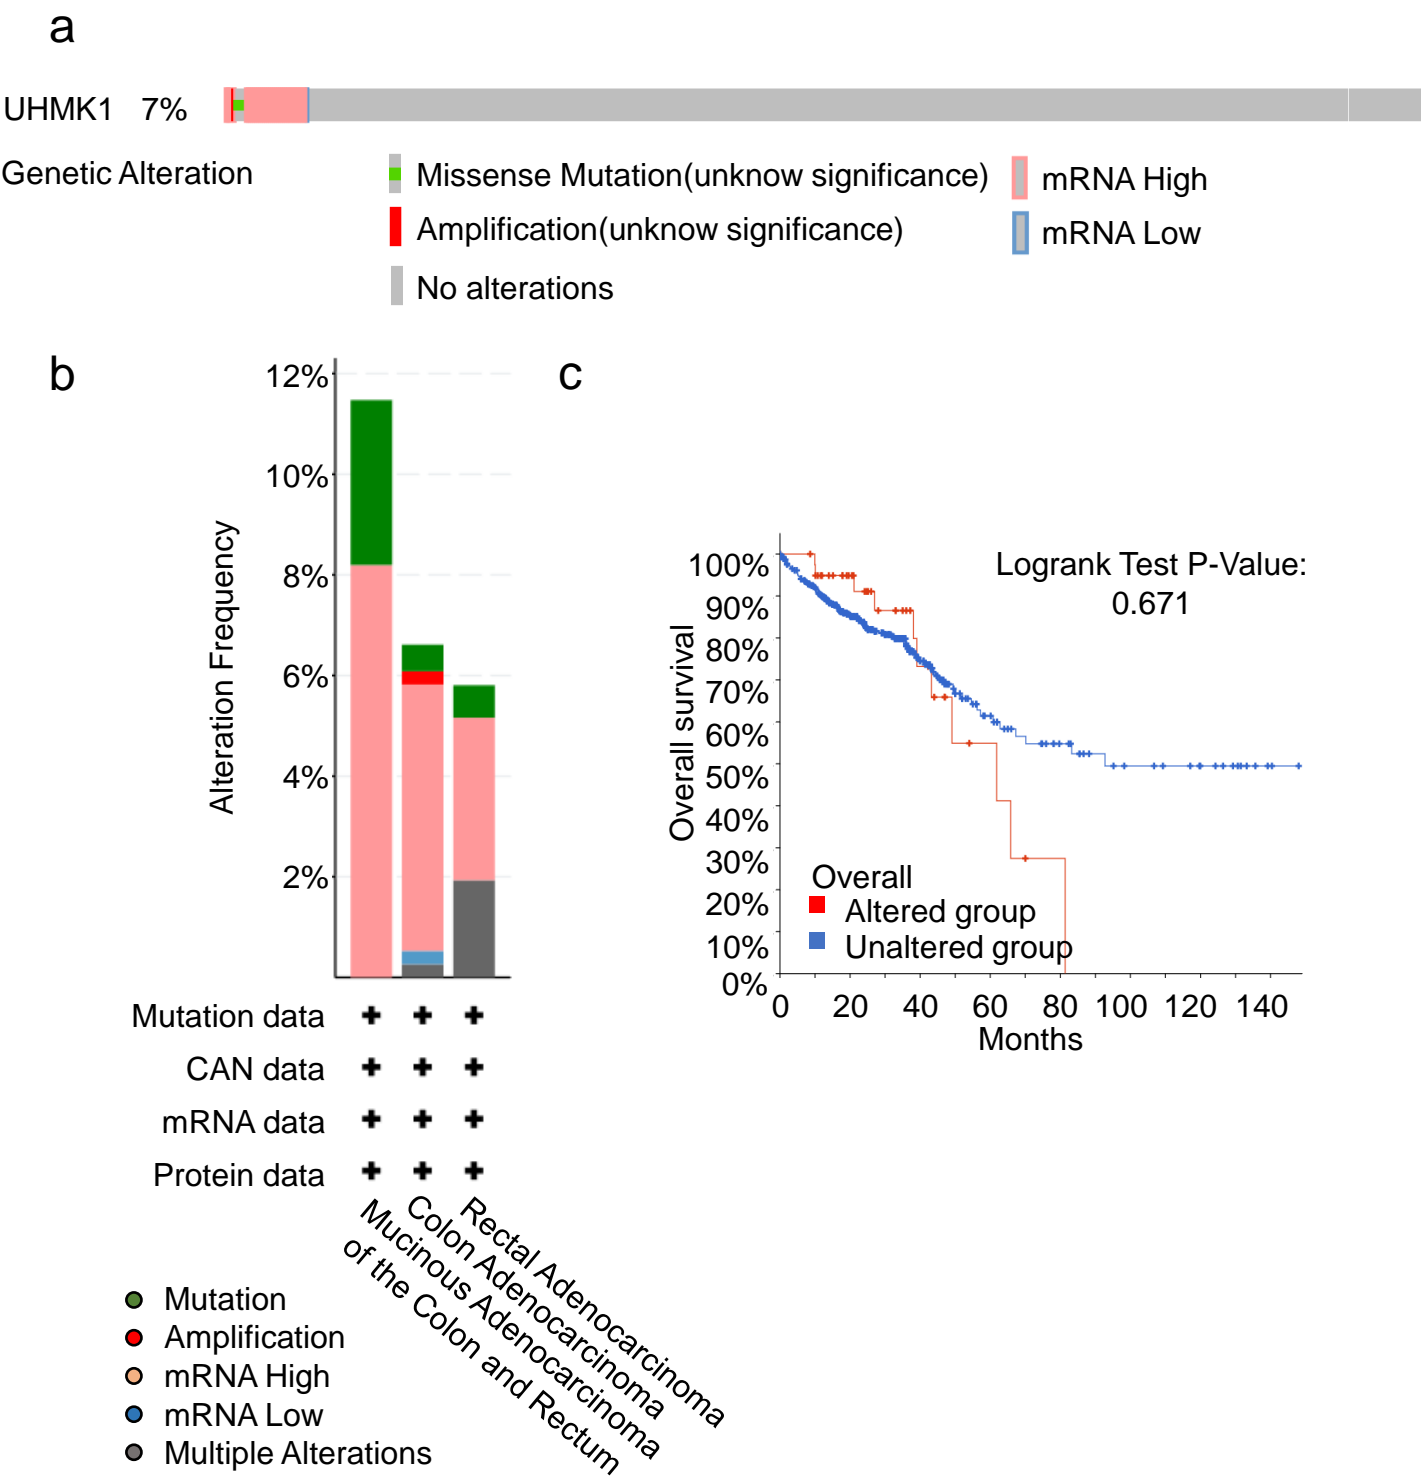

**Fig. S6** Genetic alterations detected of human UHMK1 gene in colon adenocarcinoma as documented in the public databases. **a** The data on gene mutation, amplification and multiple alterations of UHMK1 retrieved from cBioPortal as filtered in colon adenocarcinoma (TCGA, PanCancer, Atlas). **b** The statistics of UHMK1 expression in colon adenocarcinoma using data collected in TCGA database. **c** The association of UHMK1 alterations with the overall survival of patients with colon adenocarcinoma.

How the deposited data were processed for this re-analysis (not part of the article)

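RNA-seq was measured in 8 libraries of HCT-8 colon cancer cells: HCT-8, the 5-FU-resistant HCT-8/FU, HCT-8 cells in CM of HCT-8 and HCT-8 cells in CM of HCT-8/FU, with 2 replicates each. Conditions and replicate numbers were taken from the sample titles, which match the list in the paper's data availability statement. The authors aligned the reads to GRCh38 with HISAT2, counted them per gene with HTSeq on an Ensembl annotation, and deposited raw counts for each library. The lines of these tables that name no gene (no feature, ambiguous, low quality, not aligned, not unique) were kept out of library sizes and tests. Of a library's records, no feature took 33.7% to 49.6%, not aligned 3.58% to 29.6%, low quality 2.20% to 5.77%, not unique 2.24% to 3.48% and ambiguous 1.15% to 1.57%. The authors also deposited DESeq2 tables of both comparisons, which hold log2 fold changes with their standard errors, p-values, a Wald statistic (a score per gene), and a mean of the counts divided by size factors (a signal per gene). The second of these tables names no genes. Its lines were matched to the order of genes in the count tables after the mean normalized count of each line had been recomputed from the counts, where 0 lines differed by more than a relative 1e-09.

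Gene names, positions, exonic lengths and GC contents came from GENCODE 44, which uses the same build, and 56105 of the 64253 gene identifiers were found there. Of the 20305 genes tested, 19857 had a GC content and a length. GC content and length were taken over the union of a gene's exons.

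Counts were analysed in R 4.3.3 with edgeR 4.0.16. The main design fits group means of the 4 groups to all 8 libraries with TMM normalization and filterByExpr, without a replicate block. It tests HCT-8/FU against HCT-8, CM of HCT-8/FU against CM of HCT-8, CM of HCT-8 against HCT-8, and the difference between the first and the second of these comparisons. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all tested genes. Groups of 2 replicates were too small for a permutation of the samples to be informative, so none was run.

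The samples, the main design, the named genes and the alternatives were set before the data were examined, apart from those named next. The alternatives were DESeq2's size factors in the edgeR fit, no filter on low counts, a filter at a mean normalized count of 10, DESeq2 1.42.0 with 4 groups or with the groups compared only, edgeR with the groups compared only, a replicate block, the FDR without a fold threshold, the fold threshold read on the log1.5 scale, a correction for GC content and gene length with and without the block, and leaving out each library in turn. The correction subtracts, for each library, a spline with 5 degrees of freedom of the genes' deviations from their mean on GC content and log length. It removes any change that follows GC content or length, whatever its origin. Added after the data were seen were a term for the 3 libraries with over 15% of records not aligned, a test without genes of which 90% or more of the exonic bases lie opposite exons of another gene, and CM of HCT-8 replicate 2 as the TMM reference library. The main design uses HCT-8 replicate 2 as that reference, which is edgeR's own choice there. edgeR's choice changed to CM of HCT-8 replicate 2 under other filters. The reference was therefore held at HCT-8 replicate 2 in the alternatives that contain it, also a choice made after the data were seen. Fits that leave out 1 library still differ from the main fit in more than that library. The filter kept between 21001 and 21502 genes in them, against 20305. Without HCT-8 replicate 2 the reference differs as well.

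The genes named are UHMK1, the 13 genes of Table S3, the 17 genes of Fig. S2c, other genes the paper names, and lists written for 5-FU metabolism and for Cajal body components. Values of 1 gene drawn in Fig. S2c are not reported here. To these come the 3 leading genes in each direction of each comparison, among DE genes with a mean of at least 5 CPM whose groups do not overlap. This rule was also set in advance, but the values of these genes in the paper's own tables had been seen.

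The fits and the mixture estimate were tested on simulated data. DESeq2 recovered 67.5% of the 200 changed genes in the simulated comparison of HCT-8/FU with HCT-8, with 4 false calls in 20305 genes. With a GC trend added, edgeR with the correction recovered 73%. Counts per gene set the precision, and the shallowest library holds 5804124 of them. No gene ontology enrichment was run, and alternative splicing, RT-qPCR and protein data were not analysed here, since the counts per gene do not hold them. No column of values per sample was left unused.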

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

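The tests of GC content and gene length, and of the libraries with over 15% of records not aligned, as causes of the patterns reported in this part were chosen only after the results were seen. The comparisons themselves and the correction for GC content and length were planned.

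HCT-8 cells in CM of HCT-8 were compared with HCT-8 cells, a comparison the paper does not report. It was singled out because 1655 genes were DE, 783 higher and 872 lower in CM of HCT-8. C4orf48 (1.89, standard error 0.21) and RAET1E-AS1 (1.89) rose most among named genes, and IL2RB (−2.53), KLHDC7B (−2.12) and TRPV6 (−2.12) fell most. RAET1E-AS1 lies mostly opposite exons of another gene, so its count is uncertain. The count of DE genes was 1062 with DESeq2 on the groups compared and 1050 with the GC and length correction, and lay between 1274 and 1832 with 1 library left out. The share of higher genes, 47.3%, was 36.2% with DESeq2's size factors and 35.2% with DESeq2 on 4 groups, so the balance of directions depends on the scaling. Without HCT-8 replicate 2 it was 31.8%, with 469 higher and 1005 lower genes, and without CM of HCT-8 replicate 2 it was 54.1%, with 933 higher and 790 lower. Between this comparison and that of HCT-8/FU with HCT-8, 949 DE genes were shared, 640 of them in the same direction. Both use the HCT-8 libraries, and simulated groups without change set against these libraries had a Pearson correlation of 0.477 on average (0.460 to 0.496 in 20 simulations). The observed correlation was 0.380. The simulated groups hold no changed genes, so this value cannot be set against theirs and no conclusion is drawn from it. If the calls were independent, 353 genes would be shared, but shared libraries could raise that number as well. The simulated groups without change shared 0.1 called genes on average, and at most 1. These simulations hold no changed genes, so they do not show how many calls the shared libraries add among changed ones. No weight is therefore put on the overlap. After the GC and length correction, 857 of the 1655 genes were still DE, which argues against GC content and length as the whole cause. With a term for the libraries with over 15% of records not aligned, 1632 were. HCT-8 and CM of HCT-8 each hold 1 such library, so the term could not remove their difference and decides nothing here. Conditioned against fresh medium, the time in culture and the handling of the cells stay open and were not tested.

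For 2350 genes the change between HCT-8/FU and HCT-8 differed from that between CM of HCT-8/FU and CM of HCT-8 by a test of the difference itself at an FDR of at most 0.05. The change was larger, or less negative, in the first comparison for 1046 of them and smaller for 1304. Of these genes, 1403 still passed after the GC and length correction, which gave 1427 in all, and 2340 with the term for the libraries with over 15% of records not aligned. This argues against either as the whole cause. The number fell to 1428 without HCT-8 replicate 2, to 1189 without CM of HCT-8/FU replicate 1 and to 1193 without CM of HCT-8/FU replicate 2, so its size rests on these libraries. A weaker or shorter exposure of cells in CM than of cells selected with 5-FU stays open and was not tested.

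Among the genes of Table S3 and Fig. S2c, the same test singled out 6. On the log2 scale the increase was larger between HCT-8/FU and HCT-8 than in the CM comparison for PRKDC by 0.50, EIF2AK2 by 0.57, XPO1 by 0.65, TOP2A by 0.95 and MKI67 by 0.86. Their adjusted p-values were 0.0040, 0.031, 0.0075, 0.0039 and 0.0072 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For SMG1 it was smaller, with a difference of −0.49 (adjusted p = 0.011 from the same test with Benjamini-Hochberg adjustment), and SMG1 has near-identical copies that could share its reads. Values in brackets below are differences on the log2 scale, not adjusted p-values. Without HCT-8 replicate 2 the difference no longer passed for PRKDC (0.42), XPO1 (0.51), TOP2A (0.81), MKI67 (0.76) and EIF2AK2 (0.32). Without CM of HCT-8 replicate 1 it still passed for TOP2A and MKI67, but fell to 0.63 and 0.54. EIF2AK2 also failed without HCT-8/FU replicate 1 (0.64) or 2 (0.50) and without CM of HCT-8/FU replicate 1 (0.57) or 2 (0.55), and SMG1 failed without CM of HCT-8/FU replicate 1 (−0.49). Under the GC and length correction EIF2AK2 and SMG1 (−0.43) failed, and PRKDC (0.56) did with the block added. EIF2AK2 also failed with DESeq2's size factors and MKI67 with DESeq2 on 4 groups. No explanation was tested for these genes one by one.

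TYMS, which encodes the target enzyme of 5-FU and was on the list for 5-FU metabolism, rose between HCT-8/FU and HCT-8 by 1.06 on the log2 scale and fell by 0.14 in the CM comparison. The test of the difference singled it out, with 1.19 (standard error 0.13, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level was 44.7 ± 1.52 CPM (SD, n = 2) in HCT-8, 93.5 ± 8.90 (SD, n = 2) in HCT-8/FU, 84.5 ± 6.51 (SD, n = 2) in CM of HCT-8 and 77.2 ± 1.34 (SD, n = 2) in CM of HCT-8/FU. The difference stayed between 1.07 and 1.29 with each library left out in turn (largest adjusted p 0.0023, same edgeR test with Benjamini-Hochberg adjustment). After the GC and length correction its adjusted p was 8.9e-04, and at most 0.0018 with the block added (same edgeR test with Benjamini-Hochberg adjustment), which argues against base composition and length as the whole cause. Of the exonic bases of TYMS, 47.9% lie opposite exons of another gene, so part of its count is uncertain. Because TYMS was already high in CM of HCT-8, the missing increase in CM of HCT-8/FU may reflect its control as much as the treatment, and these libraries hold no test that separates them.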

How the results depend on the processing

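The term for the libraries with over 15% of records not aligned, the test without antisense genes and the other TMM reference library were chosen only after the results were seen, as was holding the TMM reference at HCT-8 replicate 2 in the other alternatives that contain it. This was done because edgeR's own choice changed with the filter.

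With DESeq2's size factors, with each filter, with DESeq2 or edgeR on 4 groups or on the groups compared, and with the alternatives added later, the counts of DE genes between HCT-8/FU and HCT-8, between CM of HCT-8/FU and CM of HCT-8 and in both stayed within 1.5 times those reported. They ranged over these alternatives from 3585 to 4527, from 1635 to 2007 and from 1243 to 1537. The count between CM of HCT-8 and HCT-8 moved to 1062 with DESeq2 on the groups compared. The FDR without a fold threshold gave 7442 DE genes between HCT-8/FU and HCT-8, 4005 in the CM comparison, 3949 between CM of HCT-8 and HCT-8 and 2890 shared, and the fold threshold on the log1.5 scale gave 6643, 3138, 3340 and 2226, because both let smaller changes pass. UHMK1 stayed DE and higher in both comparisons under every alternative that used all libraries without the GC and length correction, with log2 fold changes from 1.13 to 1.25 and from 0.75 to 0.89, and when a library of the comparison itself was left out.

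The correction for GC content and gene length moved most results. DE genes were 938 in the CM comparison, 1050 between CM of HCT-8 and HCT-8 and 465 in both comparisons, and the changes of 1427 genes differed between the comparisons. With the replicate block added to the correction these were 860, 966, 437 and 1188. The Pearson correlation of the log2 fold changes was 0.276, and 0.293 with the block. Of the genes of Table S3, 2 were DE in each comparison, and of the genes drawn in Fig. S2c, the counts were 8 in the first and 3 in the CM comparison, with the same counts when the block was added. UHMK1 had log2 fold changes of 0.51 and 0.15, and of 0.51 and 0.16 with the block, in place of 1.16 and 0.80. The trends with GC content fell to −0.0016, 0.0164 and 0.0040 in the 3 comparisons of groups (HCT-8/FU with HCT-8, the CM comparison, CM of HCT-8 with HCT-8), and to −0.0026, 0.0173 and 0.0042 with the block. Those with gene length fell to 0.0077, 0.0416 and −0.0100, and to 0.0117, 0.0403 and −0.0083 with the block. The correction is built to remove these trends, and every change that follows them goes with them, whether technical or biological.

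Genes that changed sign under the correction did not pass the FDR there. Between HCT-8/FU and HCT-8, FASTKD2 (−0.15), FASTKD3 (−0.037), COIL (−0.088) and SMN1 (−0.41) did so, and with the block their values were −0.14, −0.041, −0.13 and −0.51. In the CM comparison, EIF2AK2 (−0.13), CPNE3 (−0.014), FASTKD3 (−0.13), CNOT6 (−0.054) and VRK1 (−0.29) did so, and with the block their values were −0.13, −0.0084, −0.13, −0.055 and −0.26. Of the 119 values of single genes examined here, those of genes without a GC content could not be corrected. Among the rest, 38 were no longer called under the correction and 42 under the correction with the block.

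The Pearson correlation of the log2 fold changes depends on the genes of low count, since it was 0.0866 without a filter, 0.533 with the stricter filter and 0.523 with edgeR on the groups compared. DESeq2, which was run without filterByExpr, gave 0.114 with 4 groups and 0.133 with the groups compared. The trends with GC content in the 3 comparisons of groups were −0.238, −0.234 and 0.174 without a filter. With DESeq2 they were −0.237, −0.239 and 0.171 on 4 groups, and −0.241, −0.240 and 0.175 on the groups compared. The trends with gene length were 0.0106, 0.0129 and −0.0472 without a filter and 0.143, 0.262 and −0.185 with the stricter filter. With DESeq2 they were 0.0135, 0.0462 and −0.0498 on 4 groups, and 0.0103, 0.0497 and −0.0403 on the groups compared. With edgeR on the groups compared, the length trend was 0.133 between HCT-8/FU and HCT-8 and −0.184 between CM of HCT-8 and HCT-8. All of these differ in the genes that were tested.

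The share of DE genes that were higher moved with the scaling. It was 61.9% between HCT-8/FU and HCT-8 and 72.6% with the other TMM reference library, which raised the log2 fold changes of all genes by a median of 0.091 there and of 0.085 in the CM comparison. The share in the CM comparison was 91.1% with DESeq2's size factors. Under the GC and length correction the share was 46.2% between HCT-8/FU and HCT-8, and 50.5% in the CM comparison in place of 86.2%. Between CM of HCT-8 and HCT-8 it was 47.3%, 36.2% with DESeq2's size factors and 35.2% with DESeq2 on 4 groups. The directions of these counts are therefore relative to the scaling, and the cause of the shifts was not tested.

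Replicate numbers did not pair the libraries. The deviations of same-numbered libraries from their group means had correlations across genes between −0.123 and 0.132, so the numbers are taken as labels only. With the replicate block, 4180, 1816 and 1595 genes were DE in the 3 comparisons of groups, 1327 were shared and the changes of 2233 genes differed between the comparisons. Of the single genes, SMN1 changed sign between HCT-8/FU and HCT-8 (−0.071), far from the FDR, and 118 values kept their direction and call.

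Leaving out 1 library at a time gave 3701 to 4632 DE genes between HCT-8/FU and HCT-8, 1443 to 2052 in the CM comparison, 1274 to 1832 between CM of HCT-8 and HCT-8, and 1146 to 1447 shared genes. The library that is alone in its group is then assumed to vary like the other groups. The filter also kept more genes in these fits, between 21001 and 21502 against 20305, so the genes tested differ too. The number of genes whose change differed between the comparisons ranged from 1189 to 3349, with 1428 without HCT-8 replicate 2, 1189 without CM of HCT-8/FU replicate 1 and 1193 without CM of HCT-8/FU replicate 2. The Pearson correlation ranged from 0.183 to 0.330. The trends with GC content ranged from −0.405 to −0.295, from −0.395 to −0.282 and from 0.182 to 0.310 in the 3 comparisons of groups. Those with length ranged from 0.0421 to 0.125, from 0.0989 to 0.199 and from −0.159 to −0.0571. COIL between HCT-8/FU and HCT-8 ranged from −0.088 without HCT-8 replicate 2 to 0.31, and was −0.043 without HCT-8/FU replicate 1. SMN1 there ranged from −0.034 without HCT-8/FU replicate 1 to 0.12. Neither gene was called in any of these fits. The cause of these changes was not tested.

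Over all alternatives, the values of single genes kept their direction and their side of the threshold in 1719 cases, lost the call in 141, gained it in 30 and changed sign in 22. Depth limits genes of low count most. The shallowest libraries hold 5804124, 8055150 and 9350753 counts on genes, and each belongs to another group, so every comparison of groups rests on at least 1 of them.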

Differences from the paper's values

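With both thresholds, 1878 genes were DE between CM of HCT-8/FU and CM of HCT-8, where the paper's value is 4001, and 1360 genes were DE in both comparisons, where the paper's value is 2962. Of the alternatives set before the data were examined, the FDR without a fold threshold (4005 and 2890) and the fold threshold on the log1.5 scale (3138 and 2226) lie within 1.5 times the paper's values. The paper writes the threshold on the log1.5 scale in its results and on the log2 scale in its methods. The other alternatives set then do not come within that range: DESeq2's size factors (1863 and 1398), no filter (2007 and 1405), the stricter filter (1874 and 1378), DESeq2 on 4 groups (1709 and 1317), DESeq2 on the groups compared (1635 and 1243), edgeR on the groups compared (1875 and 1434), the replicate block (1816 and 1327), the GC and length correction (938 and 465), the same with the block (860 and 437), and leaving out each library in turn (1443 to 2052 and 1146 to 1447). On the authors' own values neither setting comes within that range, since the authors' deposited table holds 2426 genes for the CM comparison and 1867 for both by the FDR alone, and 2312 and 1739 with the threshold on the log1.5 scale. The authors' deposited table holds 3585 genes for the first comparison, 1635 for the CM comparison and 1243 for both at the thresholds of the paper's methods, the same counts as DESeq2 gave here on the groups compared. At an adjusted p of at most 0.1 without a fold threshold, the authors' deposited table holds 6626, 2966 and 2263 genes, a setting tried after the values were seen. For HCT-8/FU against HCT-8 the paper's value is 6013. The 4325 genes found here lie within 1.5 times of it, as do 7442 by the FDR alone and 6643 on the log1.5 scale. Outside that range lie the 3585 genes of the authors' deposited table, DESeq2 on 4 groups (3922) and the GC and length correction (3020, and 2924 with the block). By the FDR alone the authors' deposited table holds 5725 genes there.

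The paper's value for the sequencing of each sample is approximately 8 Gb. Taking each record of the counting step as a pair of 150-base reads, and leaving out the records aligned more than once, HCT-8 replicate 2 holds 24.8 Gb, HCT-8/FU replicate 1 21.0 Gb, CM of HCT-8 replicate 2 19.2 Gb, and CM of HCT-8/FU replicates 1 and 2 21.5 and 21.4 Gb. None of the alternatives changes these totals.

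The paper states a high matched rate for its libraries. The share of records that were aligned was 74.9% in HCT-8 replicate 1, 80.0% in HCT-8/FU replicate 2 and 70.4% in CM of HCT-8 replicate 1, and between 95.6% and 96.4% in the others. The paper's text does not say how it defines its rate.

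The paper names UHMK1 as the candidate of the best p value. Among the 13 genes of Table S3, UHMK1 was here the second by p-value between HCT-8/FU and HCT-8, after PRKDC, and the third in the CM comparison, after SMG1 and CCNT2. Without HCT-8 replicate 2 it came before PRKDC. By log2 fold change it ranked 1 between HCT-8/FU and HCT-8 and 7 in the CM comparison. In the first comparison PRKDC lay above it without HCT-8 replicate 1 (1.09 against 1.07) or HCT-8/FU replicate 1 (1.18 against 1.15). PRKDC also did under the GC and length correction (0.76 against 0.51). In Table S3 itself the paper's p-values rank UHMK1 at 2 in both comparisons.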

Other observations

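The tests of the libraries with over 15% of records not aligned, of the mixture of groups, and of whether UHMK1 passes the FDR alone after correction were chosen only after the results were seen.

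Genes of low GC content were higher in HCT-8/FU than in HCT-8, and higher in CM of HCT-8/FU than in CM of HCT-8. GC content or gene length bias of the libraries was tested as the cause of the changes the comparisons share. After the correction, the Pearson correlation across genes was 0.276 in place of 0.389, which argues against such a bias as the whole cause, while the number of shared DE genes fell from 1360 to 465. The correlation was 0.183 without HCT-8/FU replicate 1 and 0.194 without CM of HCT-8 replicate 2, without correction, in fits that also tested more genes. The excess of shared genes that were higher, 1319 against 36 lower (106 without CM of HCT-8 replicate 2, 17 without CM of HCT-8/FU replicate 1, and 19 without HCT-8/FU replicate 1 or CM of HCT-8 replicate 1, and from 10 with the other TMM reference library to 22 with DESeq2's size factors under other scalings), became 275 against 183. The shared list and its direction may thus largely follow GC content and length, and this leaves open whether the trend comes from the libraries or from the cells. The libraries that differ in the share of records not aligned were tested as the source of the trend. Between HCT-8/FU and HCT-8, the Spearman correlation of the log2 fold change with GC content was −0.306 when both libraries had over 15% not aligned and −0.417 when neither had, and in the CM comparison it was −0.425 when none had. HCT-8 and HCT-8/FU hold 1 library of each kind, so a shift shared by a kind cancels between them and their values are no test of it. In the CM comparison the trend remained without any such library. This argues against the unaligned records as its source there, though on 1 library of CM of HCT-8.

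UHMK1 has a GC content of 37.4%, and its log2 fold changes of 1.16 and 0.80 fell to 0.51 and 0.149 under the GC and length correction, where it was DE in neither comparison. This is what GC or length bias as the source of both calls would give, so the bias is a candidate explanation for them. The paper also reports UHMK1 as raised in both comparisons by RT-qPCR and Western blotting (Fig. 3g, h). Those assays do not use these libraries and were not analysed here. Under the correction UHMK1 still passed the FDR between HCT-8/FU and HCT-8. Its adjusted p was 0.0024, and 0.0026 with the block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The correction removes only the average trend, so this does not exclude the bias for a single gene. Of 273 genes matched to UHMK1 in GC content, length and level, UHMK1 rose more than 83.5% in that comparison. HCT-8 and HCT-8/FU each hold 1 library with over 15% of records not aligned. A shift shared by such libraries cancels between these groups, so the comparison within each kind is no test of it. UHMK1 was higher in HCT-8/FU by 1.26 within that kind of library and by 1.07 within the other. The increase thus did not come from 1 kind alone. A true increase shared with other genes of low GC content stays open, because the correction removes that as well.

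Records on no annotated feature were about as many as those on genes, between 33.7% and 49.6% of a library. Genes whose exons lie opposite those of another gene had a median count per base of 1.37 times that of the gene opposite, over 422 pairs, with quartiles of 0.535 and 2.20. In 320 pairs the ratio was over 0.5, and in 26 it was under 0.05. Across 370 pairs, the Spearman correlation between the log2 fold changes of both genes was 0.789. A candidate explanation, stated before the test, is that reads that keep no strand were counted by strand, which would place part of each gene's reads on the opposite strand. Of the tested genes, 523 lie at least 90% opposite other exons, and leaving them out gave 4219, 1845 and 1338 DE genes in the first comparison, in the CM comparison and in both. Antisense transcription in these cells was not tested.

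The profile of CM of HCT-8/FU lay between those of CM of HCT-8 and HCT-8/FU. Over 10749 genes, a linear mixture fitted it best with a share of 0.54 of HCT-8/FU, with a root mean square error of 0.170 log2 units, against 0.414 for CM of HCT-8 alone and 0.299 for HCT-8/FU alone. On simulated mixtures the fit returned 0.5 for a true share of 0.5 and 0.02 for a true share of 0. These mixtures held no trend with GC content. The libraries' own trends lay in the same order as the profiles. Their Spearman correlations with GC content were −0.488 and −0.452 in HCT-8/FU and −0.0652 and −0.0619 in CM of HCT-8/FU. They were 0.375 and 0.534 in CM of HCT-8. The mixture was fitted without the correction, so how much of the share follows GC content was not tested. Genes higher in HCT-8/FU gave a share of 0.577 and genes lower in it 0.418, a difference of 0.159. Each is a mean over genes chosen by either replicate, and for the lower genes these choices differed by 0.300, so the difference decides nothing. The groups of genes were also chosen by the same counts, so a mixture of RNA and a partial response of the cells cannot be told apart here. HCT-8/FU cells carried over with the medium would raise genes found almost only in HCT-8/FU, but 0 genes had at least 10 CPM in HCT-8/FU and a level there at least 16 times that in HCT-8. Carried-over cells and a response of HCT-8 cells to the medium cannot be told apart on these counts either, because no gene marks HCT-8/FU alone.

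Of the list for 5-FU metabolism and transport, 19 of 21 genes were tested. Between HCT-8/FU and HCT-8, 7 were DE: TYMS (1.06), UPP1 (−1.22), TK1 (0.70), RRM1 (0.69), RRM2 (1.62), DUT (0.76) and GGH (0.86). RRM1 passed the fold threshold no longer without HCT-8/FU replicate 2 (0.52). Of the 19 genes edgeR called 0 in the CM comparison, where 3 passed the FDR, all of them lower, but not the fold threshold, and 8 had an unadjusted p under 0.05. DESeq2 called 0 on 4 groups and 0 on the groups compared. Between CM of HCT-8 and HCT-8, 6 were DE: TYMS (0.93), UPP1 (−0.78), TK1 (1.07), RRM2 (1.30), DUT (0.76) and GGH (0.62). There UPP1 was lost without CM of HCT-8 replicate 1 (−0.53) and was −1.24 without CM of HCT-8 replicate 2, and GGH without HCT-8 replicate 1 (0.62), HCT-8 replicate 2 (0.55) or CM of HCT-8 replicate 1 (0.42), with DESeq2's size factors (0.57), and with DESeq2 (0.64) or edgeR (0.63) on the groups compared. Adjusted over the list alone, 7, 0 and 6 were DE. The difference between the first comparison and the CM comparison passed the FDR for 9 genes of the list. Under the GC and length correction, GGH (0.28), RRM1 (0.47) and DUT (0.54) were no longer DE between HCT-8/FU and HCT-8. No explanation was tested for this list.

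Of the list of Cajal body components, 19 genes were tested. COIL, which encodes coilin, changed by 0.16 (standard error 0.16) between HCT-8/FU and HCT-8 and by −0.14 in the CM comparison, neither past the FDR, and its direction in the first was reversed without HCT-8 replicate 2 (−0.088) or HCT-8/FU replicate 1 (−0.043). In the CM comparison COIL lay between −0.28 and −0.0087 when a library of the comparison was left out. Between HCT-8/FU and HCT-8, 5 were DE: SART3 (−0.72), USPL1 (0.68), ICE1 (1.10), ICE2 (1.18) and NPAT (1.51). USPL1 was lost without HCT-8 replicate 2 (0.58) or HCT-8/FU replicate 1 (0.49). DE in the CM comparison were 7: USPL1 (0.75), ICE1 (1.13), ICE2 (1.20), NPAT (1.54), WRAP53 (−0.61), NOP10 (−0.64) and SMN1 (1.14). DESeq2 called 4 genes of the list there on 4 groups and 5 on the groups compared. SMN1 and WRAP53 were called by neither of these fits nor by edgeR on the groups compared, and NOP10 failed with DESeq2 on 4 groups and with edgeR on the groups compared. NOP10 also failed with DESeq2's size factors (−0.60), the other TMM reference library (−0.55) and the term for the libraries with over 15% of records not aligned (−0.34), and WRAP53 with DESeq2's size factors (−0.58) and the other TMM reference library (−0.53). SMN1 shares reads with its near-identical copy SMN2, and was lost without CM of HCT-8/FU replicate 1 (0.11), and was 1.74 without CM of HCT-8/FU replicate 2. WRAP53 was lost without CM of HCT-8 replicate 1 (−0.54), USPL1 without CM of HCT-8 replicate 2 (0.49), and NOP10 without CM of HCT-8 replicate 1 (−0.25) or either library of CM of HCT-8/FU (−0.64 in both cases), and NOP10 was −0.999 without CM of HCT-8 replicate 2. Between CM of HCT-8 and HCT-8, NPAT was DE (−0.63), though not without HCT-8 replicate 2 (−0.62) or CM of HCT-8 replicate 2 (−0.48), nor under the GC and length correction (−0.36), nor with DESeq2 or edgeR on the groups compared (−0.60 in both cases). Adjusted over the list alone, 5, 7 and 1 were DE. Under the GC and length correction, ICE1 (0.81), NPAT (0.91) and SART3 (−0.74) were still DE between HCT-8/FU and HCT-8. SMN2, not DE without the correction (−0.38), became so (−0.90, and −0.91 with the block). Without the correction SMN2 lay between −0.93 and −0.18 when a library of the comparison was left out, a range that includes −0.90. In the CM comparison USPL1 (0.582), ICE1 (0.86), NPAT (0.96) and NOP10 (−0.85) were still DE under the correction. ICE2 (0.45), WRAP53 (−0.52) and SMN1 (0.75) were not. With the block added, USPL1 (0.577) fell under the fold threshold there. Of the other genes the paper names, 19 of 20 were tested, and 8, 7 and 2 were DE in the 3 comparisons of groups. No explanation was tested for these lists.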
